# Striatal transcriptome of a mouse model of ADHD reveals a pattern of synaptic remodeling

**DOI:** 10.1371/journal.pone.0201553

**Published:** 2018-08-15

**Authors:** Anastasia M. Sorokina, Michael Saul, Tassia M. Goncalves, Joseph V. Gogola, Petra Majdak, Sandra L. Rodriguez-Zas, Justin S. Rhodes

## Abstract

Despite the prevalence and high heritability of Attention-Deficit/Hyperactivity Disorder (ADHD), genetic etiology remains elusive. Clinical evidence points in part to reduced function of the striatum, but which specific genes are differentially expressed and how they sculpt striatal physiology to predispose ADHD are not well understood. As an exploratory tool, a polygenic mouse model of ADHD was recently developed through selective breeding for high home cage activity. Relative to the Control line, the High-Active line displays hyperactivity and motor impulsivity which are ameliorated with amphetamine. This study compared gene expression in the striatum between Control and High-Active mice to develop a coherent hypothesis for how genes might affect striatal physiology and predispose ADHD-like symptoms. To this end, striatal transcriptomes of High-Active and Control mice were analyzed after mice were treated with saline or amphetamines. The pseudogene *Gm6180* for n-cofilin (*Cfl1*) displayed 20-fold higher expression in High-Active mice corresponding with reduced *Cfl1* expression suggesting synaptic actin dysregulation. Latrophilin 3 (*Lphn3*), which is associated with ADHD in human populations and is involved in synapse structure, and its ligand fibronectin leucine rich transmembrane protein 3 (*Flrt3*), were downregulated in High-Active mice. Multiple genes were altered in High-Active mice in a manner predicted to downregulate the canonical Wnt pathway. A smaller and different set of genes including glyoxalase (*Glo1)* were differentially regulated in High-Active as compared to Control in response to amphetamine. Together, results suggest genes involved in excitatory synapse regulation and maintenance are downregulated in ADHD-like mice. Consistent with the molecular prediction, stereological analysis of the striatum from a separate set of mice processed for imunohistochemical detection of synaptophysin revealed approximately a 46% reduction in synaptophysin immunoreactivity in High-Active relative to Control. Results provide a new set of molecular targets related to synapse maintenance for the next generation of ADHD medicines.

## Introduction

Attention Deficit Hyperactivity Disorder (ADHD) is a widespread disorder with approximately 4.8% of children in the United States receiving medication for ADHD symptoms. Despite its prevalence, the long-term impact of medications commonly used to treat ADHD in humans–*e*.*g*., amphetamines (Adderall) and methylphenidate (Ritalin)–on the developing brain is not well known, and many studies demonstrate a high potential for abuse [1–3]. An improved understanding of the biological basis for ADHD is crucial for finding new targeted drugs and treatments that would alleviate the common symptoms of ADHD, such as hyperactivity and impulsivity, while minimizing unwanted side effects.

Twin and adoption studies indicate that the disorder is highly heritable, with heritability estimates ranging from 70–90% [4], suggesting an outsized role for genetics in the etiology of ADHD. Several genes have been identified from genome wide association studies (GWAS), but together they account for only a small proportion of the heritability [5,6]. Current molecular and candidate gene-association studies of ADHD have focused mainly on catecholamine systems, in part because of the hypothesized targets of amphetamine and methylphenidate on dopaminergic and noradrenergic systems [7]. An alternate possibility is that catecholamine system dysregulation is a symptom of a different mechanistic process.

Human MRI and fMRI studies have repeatedly identified striatum as displaying reduced gray matter volume and function in ADHD patients [8,9]. This alteration is apparent in both dorsal (caudate-putamen) and ventral (nucleus accumbens) portions of the striatum when comparing morphology and function between ADHD and control subjects. As compared to the other implicated brain regions such as the cerebellum and anterior cingulate cortex [10–12], the striatum receives the vast majority of dopaminergic projections from ventral midbrain nuclei including the substantia nigra and ventral tegmental area, supporting the catecholamine hypothesis. However, the connection between the specific genes implicated in ADHD and the re-wiring of the striatum towards an ADHD-like phenotype remains poorly understood.

For preclinical exploration and hypothesis generation, we developed a polygenic mouse model of ADHD using a selective breeding approach [13]. Our model includes a High-Active line, selectively bred for 17 generations for increased home cage activity and a Control, unselected line, maintained over the same period. Features of the model relevant for exploring ADHD etiology include polygenicity of the ADHD-like phenotypes, hyperactivity in a habituated environment, motor impulsivity, and symptoms ameliorated with therapeutic doses of amphetamines [13,14]. The goal of the present study was to document differences in gene expression between the High-Active and Control mice in the striatum and in response to amphetamines, in order to develop a more coherent hypothesis for how patterns of differentially expressed genes in the striatum might contribute to ADHD-like behavior.

Recent reports have implicated genes such as latrophilin 3 (*Lphn3*) and fibronectin leucine rich transmembrane protein 3 (*Flrt3*), which are involved in synaptic strength and structural maintenance, in the pathophysiology of ADHD. [15–17]. *Lphn3* is a member of the latrophilin subfamily of G-protein coupled receptors involved in adhesion between pre- and post-synaptic neuronal membranes. Interactions of Lphn3 with Flrt3 proteins are required for synapse development and function, specifically excitatory synapses [18]. Therefore, we hypothesized that *Lphn3*, *Flrt3* and other related genes that are involved in the development and maintenance of synapses may be downregulated, and possibly lead to decreased striatal excitatory synaptic density. However, beyond the genes and pathways previously implicated in ADHD, we had no prior hypotheses about which subset of genes might display such genotype-by-amphetamine interactions. Given the paradoxical effect of therapeutic doses of amphetamines on the symptoms reported previously [13], and the dopamine pharmacology of amphetamines, we expected to find genes that were oppositely regulated by amphetamine in the High-Active vs. Control genotypes.

## Materials and methods

### Experimental subjects

Young adult male mice (average age 6.5 months ± 0.80 SD) from generation 17 (Experiment 1) and generation 22 (Experiment 2) of a long term selective breeding experiment for increased home cage activity were used [13]. In brief, a starting population derived from a systematic inter-cross of 8 genetically variable inbred strains [19] was used as the founder strain for two mouse lines: High-Active and Control. In each generation mice were placed in custom cages which allow video tracking from above. Total distance traveled over days 5 and 6 of a 6-day test was used as the selection criterion. In the High-Active line, each generation, the top male and female from within each family were randomly bred with the only rule that sibling breeding was not allowed. In the Control line, a male and a female was randomly chosen to represent each family in the subsequent generation with the same rule avoiding sibling breeding. 

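The labels of the 20 mice name the sire and the dam of each mouse. The 10 Control mice came from 8 pairs of parents, and 4 of these mice shared both parents with another Control mouse. The 10 High-Active mice came from 5 pairs of parents. Of these, 9 shared both parents with another High-Active mouse in the experiment, and the largest such family contributed 3 mice.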

In experiment 1, a total of n = 10 High-Active, and n = 10 Control mice, each from a different family, were used. In experiment 2, a total of n = 6 High-Active and n = 6 Control mice were used.

## General husbandry

Rooms were kept at a constant temperature (21 ± 1 °C) and in a reversed 12:12 light-dark cycle with lights on at 7:30 pm and off at 7:30 am. Food and water were provided ad libitum (Harlan Teklad 7012). Corncob bedding (Harland Teklad 7097, Madison, Wisconsin, USA) was provided in all cages. All procedures were approved by the University of Illinois Institutional Animal Care and Use Committee and adhered to NIH guidelines. The Beckman Institute Animal Facility, where the experiments took place, is AAALAC approved.

### Experiment 1: RNA-seq

Mice were phenotyped as per previous work [13,14] for home cage activity when they were approximately 3 months old. At approximately 6.5 months of age, all the mice were re-phenotyped for home cage activity using the same procedure, 6 days of continuous video-tracking. On the 7^th^ day, 2 hours after the lights shut off in the animal facility, mice received an intraperitoneal (i.p.) injection (10 ml/kg) of either vehicle (0.9% saline) or amphetamine (0.25 mg/kg d-amphetamine sulfate in 0.9% saline, catalog number A-5880, Sigma-Aldrich, St. Louis, MO), and returned to their home cage for video tracking. Mice were euthanized exactly 2 hours following the injection by live decapitation. Acute response to single dose was used instead of chronic dosing, because effects of amphetamine on ameliorating symptoms of ADHD are not thought to result from neuroadaptations from chronic use, but rather direct acute psychoactive effects [20].

#### Striatum dissection

Following [21], all surfaces and instruments were cleaned thoroughly with RNAse away. Brains were rapidly dissected and immediately placed on an aluminum platform on wet ice with the ventral surface exposed. Using the olfactory tubercles and optic chiasm as landmarks, a razor blade was used to cut a coronal section approximately 1.7 mm thick containing the striatum. The section was then flipped onto its caudal aspect and then the entire bilateral striatum (dorsal and ventral) was carefully dissected from the cortex, medial septum, and olfactory tubercles. The striatum was then immediately placed in a centrifuge tube on dry ice and then stored at -80°C. The entire brain extraction and dissection process occurred over approximately 2 minutes.

#### RNA extraction and purification

Bilateral striatal tissue was homogenized with an RNase-free disposable pellet pestle (Thermo Fisher Scientific, Waltham, MA) and RNA was extracted using the commercially available RNeasy^®^ Lipid Tissue Mini Kit (Qiagen Inc., Valencia, CA). Purification of the isolated RNA included treatment with DNase I (Qiagen Inc, Valencia, CA), accordingly to the manufacturer’s instructions. For assessing total RNA yield, aliquot samples were measured with the Qubit^®^ 2.0 (Life Technologies). Each sample showed a 260/280 ratio over 2.0 and yielded over 14 μg of RNA. Quality and integrity of isolated RNA samples were determined by 28S/18S rRNA analysis with the Agilent 2100 Bioanalyzer (Santa Clara, CA). All samples scored an RNA Integrity Number (RIN) over 8, indicating no signs of degradation. Quality was spot checked by choosing random samples to run on a gel, which confirmed the Bioanalyzer report.

#### RNA sequencing

RNA-sequencing was performed by the Roy J. Carver Biotechnology Center. RNA-Seq libraries were prepared using the TruSeq Stranded RNA Sample Prep kit with an average fragment length of 200 bp. Libraries were quantified using qPCR, pooled in a pool of 20, and multiplexed across a total of 5 lanes. The libraries were sequenced on an Illumina HiSeq 2500 for 101 cycles in 100 bp paired-end format using a TruSeq SBS sequencing reagent kit, v. 4. Read depth ranged between 41,684,484 reads and 70,449,689 reads with a median read depth of 54,516,050 reads. FASTQ files were generated from the raw sequencing runs using CASAVA v. 1.8.2. Reads in FASTQ format were aligned to the Mus musculus Ensembl GRCm38 genome with Ensembl GRCm38.75 annotation using TopHat2 v. 2.0.10 22. Since downstream applications used a counts-based method, we counted reads mapping to genes in each sample using htseq-count from the HTSeq Python framework, v. 0.6.1 24.

Raw RNA-seq data files have been deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession GSE116752.

#### Statistical analysis

**Behavior:** SAS version 9.2 was used. Total distance traveled in the home cage on days 5 and 6 of the 6 day test during re-phenotyping was analyzed using a t-test. Distance traveled within the 2-hour period following the saline or amphetamine injection was analyzed using analysis of covariance, with the distance traveled on days 5 and 6 entered as a covariate to account for individual variation in activity levels, followed by line (High-Active or Control), and treatment (saline or amphetamine) entered as factors, and their interaction. The following criteria was used to establish normality of residual distributions: skewness between -1 and 1 and kurtosis between -2 and 2, and visual inspection of the histogram.

**Differentially expressed genes:** Differential expression analysis used the edgeR software v. 3.8.5 for R v. 3.1.2. Briefly, we filtered out any genes whose expression was not greater than 1 count per million (CPM) in at least 3 samples. The expression matrix was TMM-normalized. Using the GLM functionality of edgeR, we fitted a model corresponding to two-way ANOVA where genotype (High-Active vs. Control), treatment (saline vs. amphetamine), and their interaction were entered as factors. Dispersion was estimated using the edgeR robust methodology, which uses an admixture of the tagwise and trended dispersion estimates while calculating observational weights to be used in downstream modeling. False discovery rates (FDRs) were calculated using Benjamini-Hochberg method [22], and genes at FDR <0.10 were considered differentially expressed.

#### DAVID enrichment analysis

To test for overrepresentation of biological systems in our DEGs we used the NIAID bioinformatics annotation tool DAVID v. 6.8. The lists of upregulated and downregulated DEGs for each of the main effects and the interaction were queried. DAVID functional annotation clustering was performed using default annotation sources and a medium stringency. We used an enrichment score cutoff of >1.3 as our criterion for significant enrichment as it approximately corresponds to a p-value of <0.05.

#### Weighted gene co-expression network analysis (WGCNA)

Modules of correlated genes were identified using the WGCNA software v. 1.34 in R v. 3.0.2 [23]. Prior to coexpression analysis, we log_2_-transformed data and filtered all genes displaying zero variance. Transformation was performed using the voom+limma function in limma v. 3.22.4. We then performed WGCNA on the transformed dataset using Pearson correlation coefficients with a soft threshold power of 8, which was determined because it had good scale-free topology (R^2^>0.8), with good median connectivity (median k = 369.6), and relatively large module sizes, as done previously [21]. We ran WGCNA in signed mode using Pearson’s r for the correlation function with minimum module size set to 30, the deepSplit parameter for the cutreeDynamic function set to 2 and the mergeCutHeight parameter for the mergeCloseModules function set to 0.15. Module eigengene values were calculated for each of these modules and a two-way ANOVA parallel to the one used for the DEG analysis was used to analyze eigengene relationships genotype, amphetamine treatment, and their interaction.

### Experiment 2: Immunohistochemical detection of synaptophysin

Stereological analysis of tissue stained for synaptophysin has been used a reliable measure of synaptic numbers within the central nervous system [24–26]. When mice were approximately 3 months old, they were euthanized by transcardial perfusion with ice-cold saline, followed by chilled 4% paraformaldehyde. Brains were removed, postfixed overnight in 4% paraformaldehyde at 4°C, and then transferred to 30% sucrose solution in phosphate buffered solution (PBS) until sectioning. Brains were sectioned using a cryostat into 40 micron sections which were stored in cryoprotectant in 24-well plates and stored at −20°C.

#### Immunohistochemistry

A 1-in-6 series of sections throughout the entire rostro-caudal extent of the striatum was stained for synaptophysin using diaminobenzidine (DAB) as the chromogen to estimate relative number of synapses. All sections from all animals were treated at the same time in the same reagents using custom made immunohistochemistry trays where one tray is filled with reagents and all wells are placed in the tray together for consistent staining. Free floating sections were washed in phosphate-buffering solution (PBS) and then treated with 0.6% hydrogen peroxide in PBS for 20 min. Sections were then blocked with a solution of 0.02% Triton-X and 6% normal goat serum (NGS) in PBS (PBS-X) for 1 h, followed by incubation in primary antibody, a rabbit anti-synaptophysin (sc-17750; Santa Cruz Biotechnology, Santa Cruz, CA) at a dilution of 1:5000 in PBS-X mixed with 3% (NGS) for 24 h at 4 °C. Sections were then washed in a mixture of PBS-X and 3% NGS, then incubated in secondary antibody against rabbit made in goat (sc-2030; Santa Cruz Biotechnology, Santa Cruz, CA) at 1:200 dilution in PBS-X for 90 min at room temperature. After a wash in PBS-X without NGS sections were then treated with the ABC system (Vector Laboratories, Burlingame, CA) for 1 h, followed by a wash in a PBS-X without NGS wash buffer. Sections were then stained using a DAB kit (Sigma, St. Louis, MO). To confirm the specificity of the primary antibody, a small number of sections were processed the same way as above except omitting the primary antibody step. No immuno-labeling was detected in these negative controls.

#### Stereology

**Volume estimation:** The two dimensional area of the striatum was outlined in each of the stained sections using StereoInvestigator software. The thickness of the mounted sections was determined by measuring the depth of the focal length from the top to the bottom of the tissue using a motorized stage. Total volume of the striatum was estimated as the product of the total area of the sections by the thickness of the sections by the distances between sections.

**Density of synaptophysin particle estimation:** Density of labeled synaptophysin particles within the striatum was determined using the optical disector [27] in Stereoinvestigator. Two sections per animal corresponding to 21 and 38 from the mouse brain atlas [28] were analyzed the following way. A grid (125 x 125 μm) was placed across the sections to orient a counting frame (4 x 4 μm) in the corner of each grid square. The counting frame perimeter is made up of two “acceptance” edges and two “exclusion” edges. If a synaptophysin bouton falls entirely within the counting frame or it touches the “acceptance” edge, it is counted. All particles that contact the “exclusion” edge were omitted. The number of counted particles was divided by the total volume of the counting sites to obtain the estimate of synaptic density. Density was then multiplied by the previously calculated volume of the striatum to determine the total number of synaptophysin immunoreactive particles.

#### Statistical analysis

SAS version 9.2 was used. Total volume of the striatum, density of synaptophysin particles, and total number of particles (density multiplied by volume) were analyzed using un-paired t-test between the two groups, High-Active versus Control. The same criteria as described above was used to establish normality of residual distributions.

## Results

### Mouse behavior

As predicted, mice from the High-Active line traveled approximately 4-fold greater distances than Controls during re-phenotyping when they were 6.5 months of age, at the time when the striatal transcriptome was analyzed (t_18_ = 3.8, p = 0.001). 

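Re-phenotyping distances were taken from the labels of the 20 sequenced mice. High-Active mice traveled 1.194 km/day ± 0.2351 (SEM, n = 10 mice), with a range of 0.5833 to 3.185 km/day. Control mice traveled 0.2859 km/day ± 0.02658 (SEM, n = 10), with a range of 0.1998 to 0.4742 km/day. The ratio of the line means was 4.175, and the ratio of the medians was 4.156. Every one of the 10 High-Active mice traveled farther than every Control mouse (difference of the means 0.9078 km/day, permutation test, p = 6e-05). Leaving out the most active High-Active mouse lowered the ratio most, to 3.401. With mice of the same parents averaged first, the difference was 0.9461 km/day (permutation test, p = 0.001554).

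**Figure D1:**
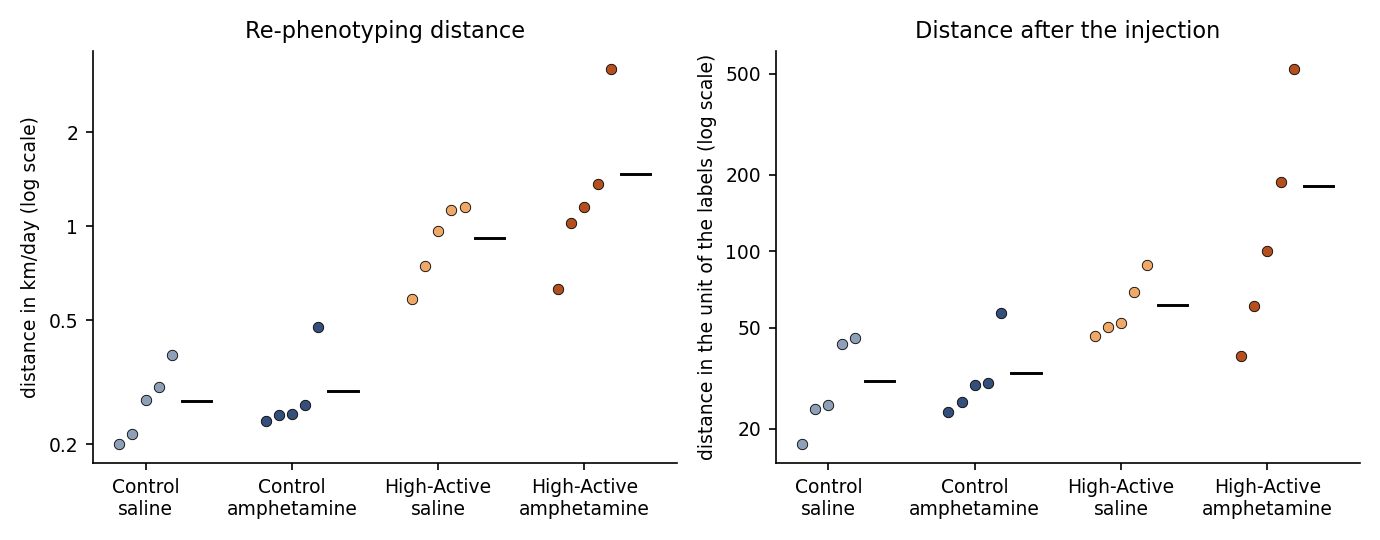
Distance traveled by each mouse, on log axes, during re-phenotyping in km/day (left) and after the injection in the unit of the labels (right). Points are single mice, 5 per group, and lines are group means. High-Active mice lie above all Control mice in re-phenotyping distance. After amphetamine, High-Active mice range from 38.55 to 519.2 in the unit of the labels.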

High-Active mice traveled an average of 1.2 km/day ± 0.24 SEM, whereas Control mice traveled an average of 0.3 ± 0.03 in their cages. Analysis of distances traveled within the 2 hours following injections of either saline or 0.25 mg/kg amphetamines, indicated a significant effect of the baseline activity covariate (F_1,12_ = 139.6, p<0.0001) and significant effect of line after correcting for baseline activity (F_1,12_ = 11.8, p = 0.0049). 

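The labels also give the distance traveled by each mouse after the injection, without naming its unit. In Control mice the distance averaged 30.99 ± 12.55 after saline (SD, n = 5 mice) and 33.17 ± 13.7 after amphetamine (SD, n = 5), a ratio of 1.07 (exact permutation test, p = 0.873). In High-Active mice it averaged 61.23 ± 17.38 after saline (SD, n = 5) and 181.3 ± 197.2 after amphetamine (SD, n = 5), an increase of 196.1% (exact permutation test, p = 0.1667). The High-Active mouse with the largest distance after amphetamine, 519.2, was also the most active mouse in re-phenotyping. Without this mouse the increase was 58.12%. The difference between the responses of the lines did not exceed the spread of the mice (permutation test with treatment labels exchanged within each line, p = 0.1484, n = 5 per group). Each distance was then adjusted for the re-phenotyping distance with a common slope for all 4 groups, 177 label units per km/day. Re-phenotyping distances spread most in High-Active amphetamine mice (SD 0.9942 km/day, against 0.07473 to 0.2477 in the other groups). The slope therefore rests mainly on these mice, which include the most active one. After this adjustment, the response of Control mice was -1.265 (exact permutation test, p = 0.9048, n = 5 per group). That of High-Active mice was 21.55 in the unit of the labels (exact permutation test, p = 0.5397, n = 5 per group). Adjusted distances can be negative, so no percent change is given. The adjusted responses of the lines did not differ beyond the spread either (permutation test, p = 0.5216, n = 5 per group). Leaving out a single mouse moved the unadjusted response of Control mice between -3.804, without mouse 407, and 5.791, without mouse 411. The paper reasons from its covariate model that the opposite responses of the lines did not reach significance because of the small number of mice per group.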

Consistent with our previous reports [13,14], amphetamines tended to reduce activity in High-Active mice by 40%, while increasing activity in Control mice by approximately 2-fold, though the interaction was not statistically significant (F_1,12_ = 2.5, p = 0.14) given the small sample size of n = 5 per group intended for RNA-seq comparisons.

### Differentially expressed genes

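RNA from the striatum of 20 mice of generation 17 was sequenced, with 5 mice in each of the groups Control saline, Control amphetamine, High-Active saline and High-Active amphetamine. The mice received 0.25 mg/kg amphetamine or saline 2 hours before tissue collection. For each mouse the authors deposited the number of reads they counted on each gene, without normalization. The authors aligned the paired reads to the mouse genome GRCm38 with TopHat2 and counted them on Ensembl genes with htseq-count. Each table lists 39179 genes, of which 26116 had at least 1 count in any mouse. Between 32388971 and 53710713 reads per mouse were counted on genes, with a median of 41703853.5. The median was 40460127.5 in Control mice and 44088747 in High-Active mice, a difference within the spread of the mice (permutation test, p = 0.1773, n = 10 per line). At the lowest depth, 3 counts are a share of 9.26e-06% of the counts. The libraries were pooled over the sequencing lanes by the authors, and the labels name no other batch. The threshold of 1 CPM in at least 3 mice left 14792 genes when library sizes were summed over genes. Requiring 5 mice in place of 3 changed this number most among the alternatives chosen beforehand, to 14533. Counts of these genes were normalized by TMM and compared with edgeR's quasi-likelihood test in a model with a mean for each of the 4 groups. The genotype effect was the High-Active minus Control difference averaged over both treatments, the amphetamine effect was averaged over both lines, and the interaction was the difference between the responses of the lines. Adjusted p values (FDR) were computed by the Benjamini-Hochberg method within each effect, with a threshold of 0.1. Values of single genes are given as log2 CPM with a prior count of 2, and the lines were compared in 100000 random regroupings of the mice. Gene positions are those of GRCm38.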

A total of 14,472 genes passed the threshold of 1 CPM in at least 3 samples for sufficient expression for statistical comparisons between groups. S1 Table shows ANOVA statistics and WGCNA module membership for these genes. S2 Table shows ANOVA statistics for the WGCNA modules.

#### Genotype effect

A histogram of the p-values comparing High-Active versus Controls shows a concentration of p-values below 0.05, suggesting that the striatum went through large scale molecular and/or physiological changes as a result of selection and/or genetic drift (Fig 1). 

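In the quasi-likelihood test, 3862 of the 14792 genes (26.11%) had a genotype p value under 0.05, where a uniform distribution would give 740. The number was 4028 with DESeq2 and 3854 with the RLE normalization. Among the alternatives chosen beforehand, the combined setting changed it most, to 1741 genes. Testing the lines only in the amphetamine-treated mice, with 5 mice per group, gave 1870. With each mouse left out in turn, it stayed between 3240 and 4059. From such a concentration of small p values, the paper reasons that the striatum changed on a large scale through selection, genetic drift or both.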

A total of 262 genes were differentially expressed between Control and High-Active lines at FDR < 0.10 (p< 7.6 x 10^−4^), of which 141 genes were upregulated and 121 were downregulated in the High-Active relative to Control line. 

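The quasi-likelihood test with Benjamini-Hochberg adjustment gave 2149 genes at an FDR under 0.1 between the lines. Of these, 1129 were upregulated and 1020 were downregulated in High-Active mice. The smallest p value belonged to Syce2, with a log2 fold change of -1.746 (standard error 0.1449, adjusted p = 2.074e-06). Stx3 and Coq7 had the smallest p values after Gm6180 among the upregulated genes, with log2 fold changes of 0.6292 (standard error 0.05441) and 0.6397 (standard error 0.06412). Among the downregulated genes, Gm7887 and Dglucy followed Syce2, with log2 fold changes of -1.661 (standard error 0.156) and -0.5896 (standard error 0.06952). Gm7887 is annotated as a processed pseudogene, whose reads could be confused with those of its parent gene. The number of genes depended on the setting. It was 1872 with limma-voom and a block for family, 609 with counts summed over mice of the same parents, and 553 in saline-treated mice alone. It fell furthest, to 193, when the lines were compared only in the amphetamine-treated mice. A combined setting chosen before the files arrived, with a likelihood-ratio test, robust dispersions, coefficients for the amphetamine-treated mice and adjustment over all 3 effects together, gave 301 genes, of which 157 were upregulated and 144 downregulated. Across the fits that each left out one mouse, the main test gave 1381 to 2535 genes. Cortex marker genes were lower in High-Active mice (-0.7894 on the log2 scale, permutation test, p = 0.042), so the dissected tissue may have differed. A refit chosen after seeing the data, with cortex and oligodendrocyte marker scores as covariates, gave 361 genes. These scores overlap with line, so this does not name the source. The single genes below were not adjusted for them.

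**Figure D2:**
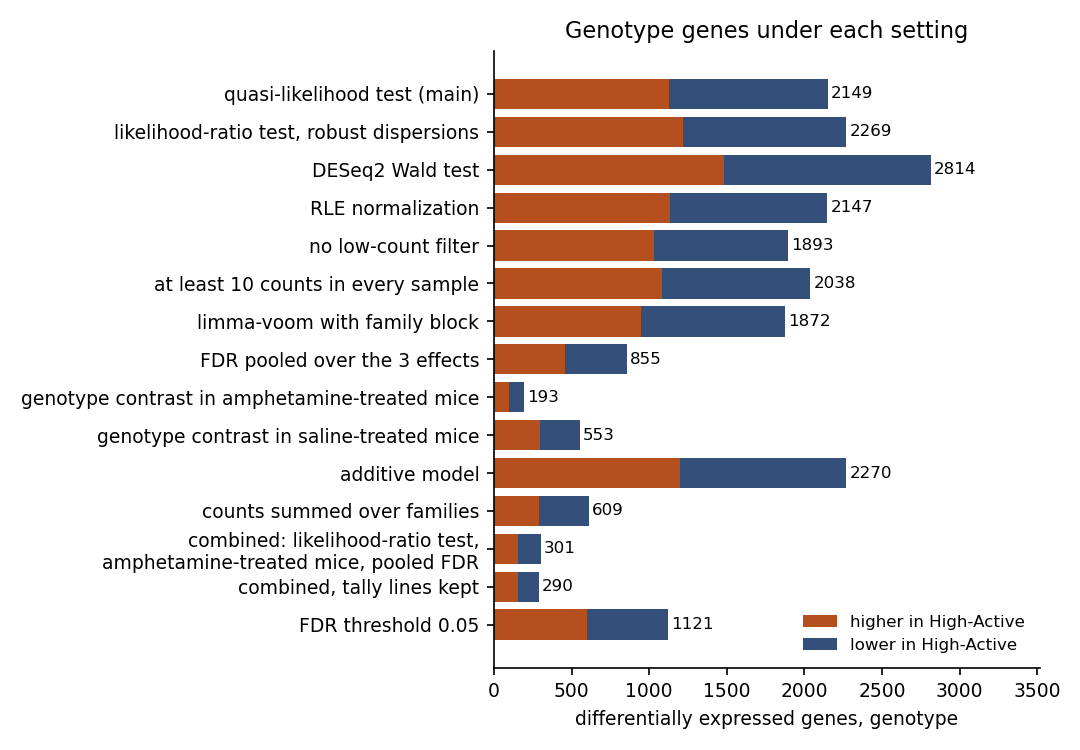
Number of genes at an FDR under 0.1 for the genotype effect (x axis) under the main setting and each alternative (y axis), split into genes higher and lower in High-Active mice. The last bar uses an FDR of 0.05. The number runs from 193 to 2814, with 2149 in the main setting.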

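Gm6180 (ENSMUSG00000053038) is annotated as a processed pseudogene on chromosome 8 of GRCm38, from 42246911 to 42247408. It had the smallest p value of the upregulated genes and ranked 2 among all 14792 genes by p. Its log2 fold change was 5.648 (standard error 0.4747, p = 2.804e-10, adjusted p = 2.074e-06 from edgeR's quasi-likelihood test, n = 10 per line). The likelihood-ratio test with robust dispersions changed its p value most, to 1.885e-61. With each mouse left out in turn, the log2 fold change stayed between 5.556 and 5.804. Over its transcript of 498 bp, 9 of the 399 stretches of 100 bp, the length of a read, occur without a difference in the Cfl1 transcript. Among stretches of 25 bp, 68.35% do, so some reads could have been aligned to the wrong gene or left uncounted as not uniquely aligned. How many was not tested.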

The top differentially expressed upregulated gene (p<3.1 x 10^−33^) was *Gm6180*, which is a non-muscle pseudogene for n-cofilin (https://rgd.mcw.edu/rgdweb/report/gene/main.html?id=735417) (Fig 2A). Expression of the *Gm6180* transcript was low in Control mice and highly expressed in High-Active mice, with an approximately 20-fold difference. 

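In Control mice, 4 to 15 reads per mouse were counted on Gm6180, a mean of 0.2401 CPM ± 0.08531 (SD, n = 10 mice). In High-Active mice the mean was 12.24 CPM ± 4.545 (SD, n = 10). The fold difference was 50.13 in the edgeR model and 33.54 between the means of the log2 CPM values (permutation test, p = 6e-05). In 9 of the 10 High-Active mice, 390 to 801 reads were counted. The High-Active amphetamine mouse 192 had 13 reads, or -1.682 log2 CPM, within the range of the Control mice. With mice of the same parents averaged first, the difference was 4.503 log2 CPM (permutation test, p = 0.006216), the lowest among the alternatives.

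**Figure D3:**
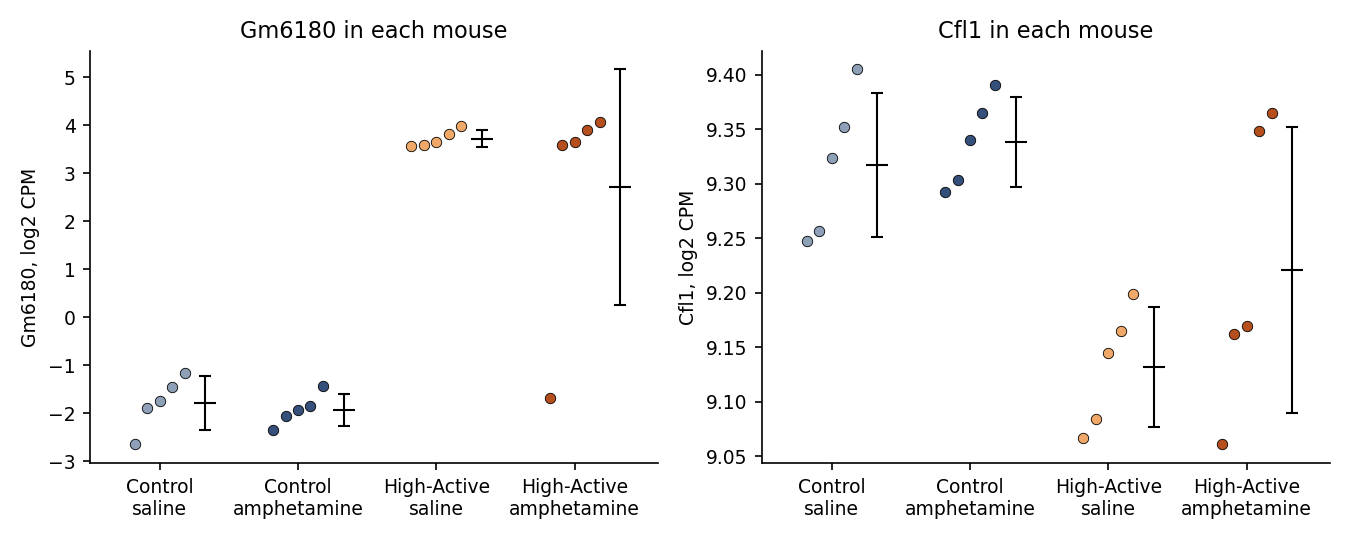
Log2 CPM of Gm6180 (left) and Cfl1 (right) in each mouse, 5 per group, with group means and SD. For Gm6180, 1 High-Active amphetamine mouse lies at -1.682, among the Control mice, and the other High-Active mice lie between 3.565 and 4.067. For Cfl1, 8 of the 10 High-Active mice lie below every Control mouse.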

These results suggest that pseudogene *GM6180* may participate in the downregulation of its parent gene *Cfl1*. Although, *Cfl1* was not significantly differentially expressed by the FDR <0.10 cut off, it was significantly reduced in High-Active relative to Controls by t-test at p<0.001 level (Fig 2B).

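Cfl1 (ENSMUSG00000056201), the protein-coding parent gene, lies on chromosome 19 of GRCm38 from 5490455 to 5495201. Its mean was 9.328 log2 CPM ± 0.05283 in Control mice (SD, n = 10) and 9.177 ± 0.1059 in High-Active mice (SD, n = 10), a difference of -0.1512 (permutation test, p = 0.00126). Of the 10 High-Active mice, 8 lay below every Control mouse. In the quasi-likelihood test the log2 fold change was -0.1492 (standard error 0.03789, adjusted p = 0.02337 with Benjamini-Hochberg adjustment). The difference was -0.1171 in amphetamine-treated mice alone (exact permutation test, p = 0.119, n = 5 per group) and -0.1853 in saline-treated mice alone (exact permutation test, p = 0.007937, n = 5 per group). In CPM, Cfl1 fell by 62.9 and Gm6180 rose by 12. Within the 10 High-Active mice, the log2 CPM values of both genes had a Pearson's r of -0.5094 (permutation test, p = 0.1975) and a Spearman's rho of 0.1273 (permutation test, p = 0.7321). Without the 2 mice farthest from the median of Gm6180, 192 and 872, r was 0.4556. Mouse 872 was high in both genes (Gm6180 4.067 and Cfl1 9.365 log2 CPM), which raises r, so the negative value rests on mouse 192. In the 9 High-Active mice other than mouse 192, Gm6180 spanned only 3.565 to 4.067 log2 CPM, which leaves little range for a relation. Within the 10 Control mice, r was 0.02521 (permutation test, p = 0.9433). Over the 10 relations computed among genes, the Benjamini-Hochberg adjusted p in High-Active mice was 0.3457. From higher Gm6180 with lower Cfl1, the paper proposes that the pseudogene takes part in lowering its parent gene.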

**Fig 1:**
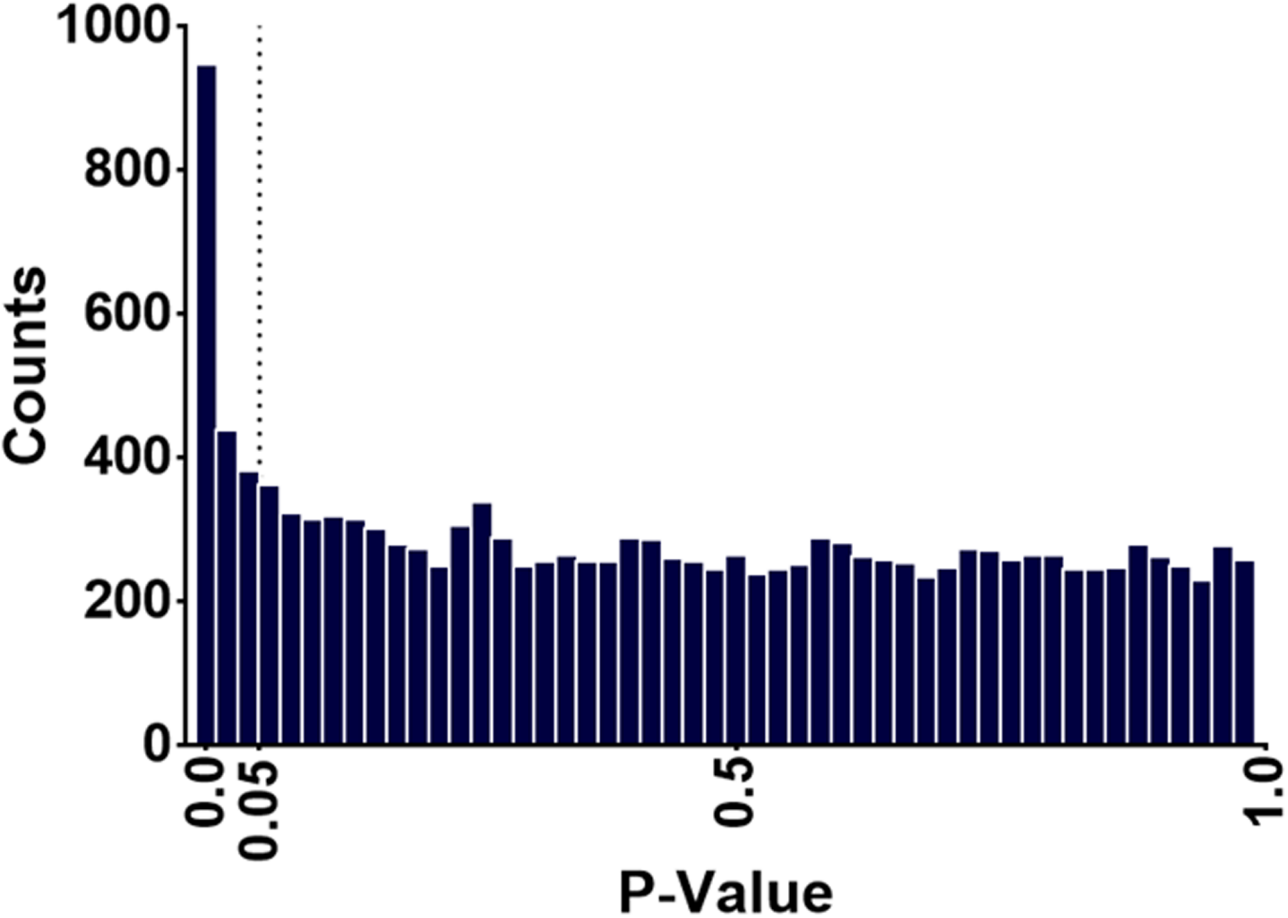
P-value distribution for differentially expressed genes in the striatum between High-Active and Control lines. Histogram of p-values for High-Active versus Control comparison of 14,473 genes expressed in the striatum.

**Fig 2:**
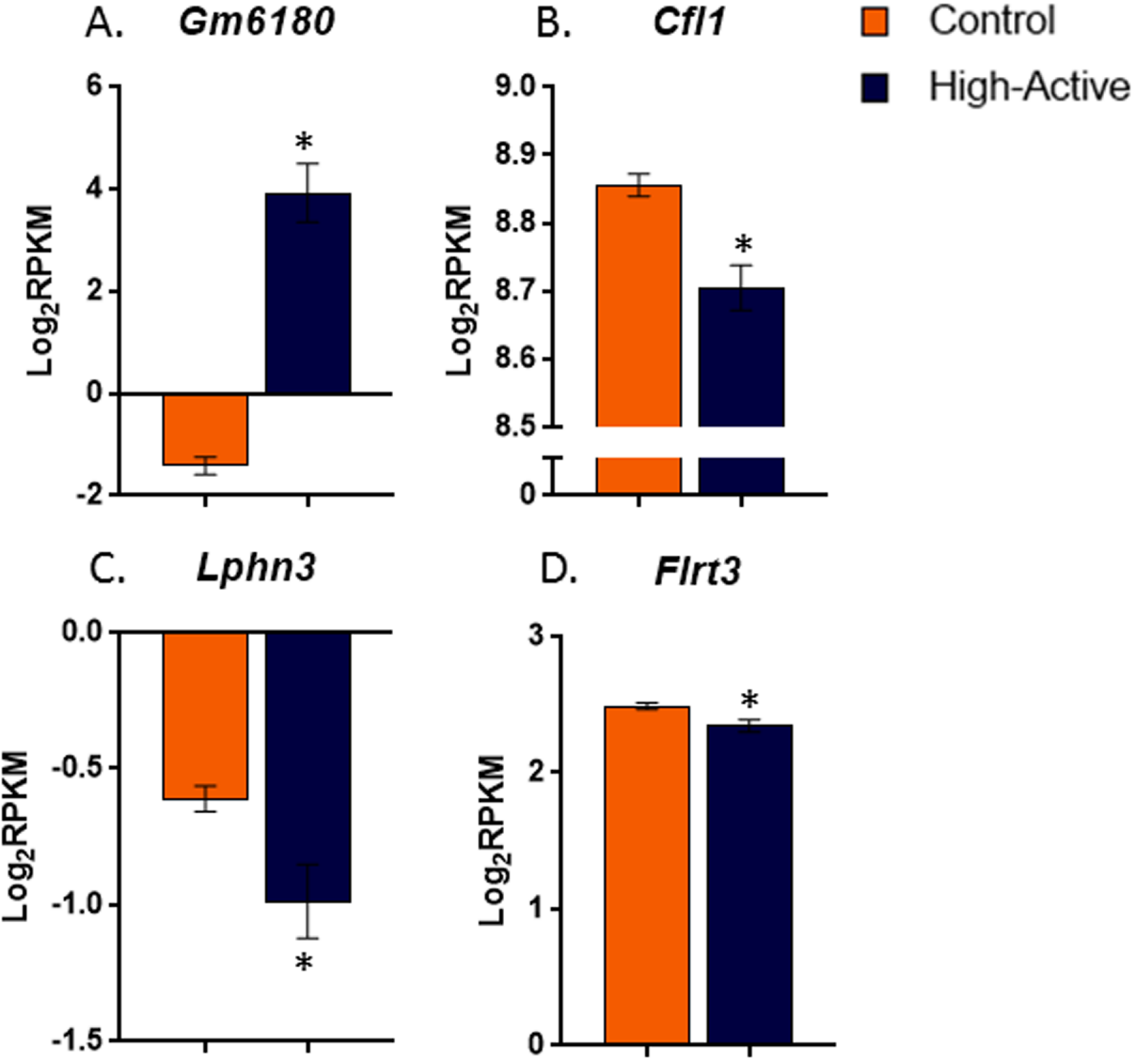
Differential expression of actin regulators and *Lphn3* related genes in the striatum of High-Active and Control mice. Average log (base 2) RPKM values (±SE) are shown separately for Control (open bars) and High-Active (shaded bars) lines (n = 10 per bar). **A**. *Gm6180*, a pseudogene for *Cfl1*, was the most significantly upregulated gene in the High-Active line. **B**. The down regulation of *Cfl1* in High-Active relative to Control may be associated with the up regulation of its pseudo gene *Gm6180*. **C**. *Lphn3* implicated in human ADHD GWAS studies [5,6] displayed decreased expression in High-Active relative to Control mice. **D**. *Flrt3*, the gene for the ligand which specifically interacts with Lphn3 to produce transynaptic scaffolding involved in synapse structure was reduced in High-Active relative to Control. *indicates significant difference using standard t test at p<0.05 level.

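Lphn3 is listed as Adgrl3 (ENSMUSG00000037605) in the reference used here and lies on chromosome 5 of GRCm38 from 81020138 to 81825133. Its mean was 6.71 log2 CPM ± 0.1503 in Control mice (SD, n = 10) and 6.335 ± 0.4276 in High-Active mice (SD, n = 10), a difference of -0.3752 (permutation test, p = 0.01922). The spread was larger among the High-Active mice. Of these mice, 6 lay below every Control mouse and 2 lay above every Control mouse. The quasi-likelihood test gave a log2 fold change of -0.3204 (standard error 0.1396, p = 0.03321, n = 10 per line), which did not pass the threshold after Benjamini-Hochberg adjustment (adjusted p = 0.1528). With the likelihood-ratio test and robust dispersions, the log2 fold change of Adgrl3 was -0.4836 (adjusted p = 0.000224). In the combined setting it was -0.5543 (adjusted p = 0.03737). From this decrease, the paper concludes that Lphn3 was downregulated in the High-Active line.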

Latrophilin 3 (*Lphn3*) was significantly downregulated (p< 0.0004) in High-Active relative to Control (Fig 2C). 

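Flrt3 (ENSMUSG00000051379) lies on chromosome 2 of GRCm38 from 140650914 to 140671469. Control mice had 5.767 log2 CPM ± 0.07223 (SD, n = 10) and High-Active mice 5.621 ± 0.1488 (SD, n = 10), a difference of -0.1458 (permutation test, p = 0.01318). Of the 10 High-Active mice, 6 lay below every Control mouse. The log2 fold change in the quasi-likelihood test was -0.1401 (standard error 0.05298, adjusted p = 0.1049), just outside the threshold. DESeq2 placed Flrt3 inside it (log2 fold change -0.1394, adjusted p = 0.07757). The difference was -0.1039 in saline-treated mice alone (exact permutation test, p = 0.2381, n = 5 per group) and -0.1878 in amphetamine-treated mice alone (exact permutation test, p = 0.03968, n = 5 per group). Taking the decreases of Lphn3 and Flrt3 together, the paper reasons that synaptic strength and density were reduced in the High-Active striatum.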

The ligand of Lphn3, fibronectin leucine rich transmembrane protein 3 (*Flrt3*) was not significantly differentially expressed at FDR<0.10, but was significantly reduced in High Active relative to Control by t-test at p<0.04 level (Fig 2D). The trans-synaptic interaction between Lphn3 and Flrt3 is critical in modulating synaptic strength and density [18]; decreased levels of *Lphn3* and *Flrt3* suggest that synaptic strength and density is decreased in High-Active striatum.

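All 10 High-Active mice lay above the median of the Control mice for each of the 4 genes. The log2 fold change of Rassf8 was the largest at 0.6193 (standard error 0.0926, adjusted p = 0.0007166 from the quasi-likelihood test), from 12.46 CPM ± 1.855 in Control mice to 19.2 ± 3.171 in High-Active mice (SD, n = 10 per line). Amotl2 changed by 0.3613 (standard error 0.07742, adjusted p = 0.009591), Ctnnbip1 by 0.3366 (standard error 0.07244, adjusted p = 0.009711) and Dpysl5 by 0.3127 (standard error 0.05911, adjusted p = 0.004337). Their unadjusted p values were between 2.132e-06 for Rassf8 and 0.0001755 for Ctnnbip1. Across the fits that each left out one mouse, all 4 stayed inside the threshold. In the saline-treated mice alone, the log2 fold changes of Ctnnbip1, Amotl2 and Dpysl5 were 0.174, 0.2279 and 0.2158 and did not pass (adjusted p of 0.3975, 0.2898 and 0.1881), while Rassf8 passed at 0.6916 (adjusted p = 0.01479). The genes lie on chromosome 5 (Dpysl5), chromosome 6 (Rassf8), chromosome 4 (Ctnnbip1) and chromosome 9 (Amotl2). The paper reasons from the known partners of these proteins that the canonical Wnt pathway was modulated.

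**Figure D4:**
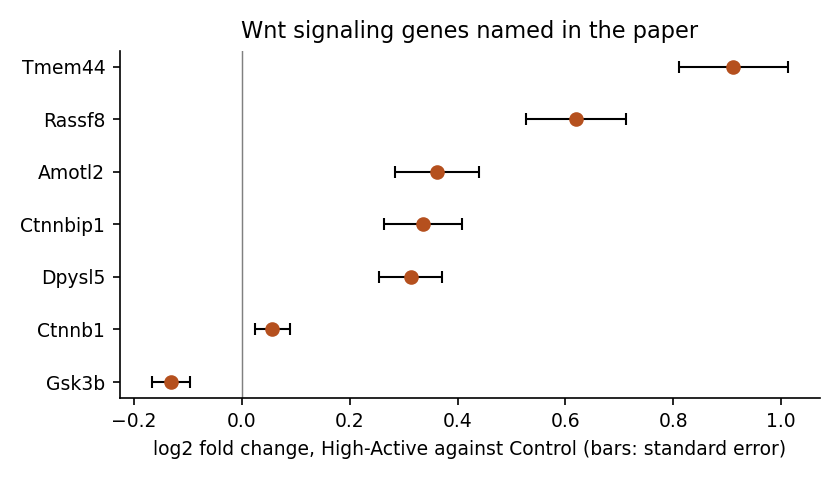
Log2 fold change of High-Active against Control mice (x axis) for the 7 genes of the Wnt pathway that the paper names (y axis), from edgeR's quasi-likelihood test. Bars are standard errors. Tmem44 changed most, with 0.9114, and Ctnnb1 least, with 0.05637, and only Gsk3b is negative, with -0.1319.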

Four canonical Wnt signaling-associated genes—dihydropyrimidinase-like 5 (*Dpysl5*), Ras association domain family member 8 (*Rassf8*), β-catenin interacting protein 1 (*Ctnnbip1*), and angiomotin-like 2 (*Amotl2*) were upregulated (all p<0.0002) in High-Active striatum relative to Control. The protein products of all four genes are known to interact with glycogen synthase kinase 3β (*Gsk-3β)* and β-catenin (*Ctnnb1)* thus modulating the canonical Wnt signaling pathway (Fig 3A–3D). 

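Tmem44 (ENSMUSG00000022537), on chromosome 16 of GRCm38 from 30511855 to 30550842, had 24.78 CPM ± 3.735 in Control mice and 46.62 ± 11.23 in High-Active mice (SD, n = 10 per line). Its log2 fold change was 0.9114 (standard error 0.1013, p = 2.776e-08, adjusted p = 5.133e-05 from the quasi-likelihood test, n = 10 per line), and it ranked 8 among the tested genes by p. In 9 of the 10 High-Active mice it exceeded every Control mouse. The fold change was nearly the same in amphetamine-treated mice, 0.9151, and in saline-treated mice, 0.9077. The p value depended more on the test and was 6.238e-23 in the likelihood-ratio test with robust dispersions.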

Another Wnt signaling gene, transmembrane protein 44 (*Tmem44*) was also significantly upregulated in High-Active mice (p<1.4 x 10^−12^) (data not shown). 

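Ctnnb1 had 8.816 log2 CPM ± 0.06833 in Control mice and 8.873 ± 0.06237 in High-Active mice (SD, n = 10 per line). The difference of 0.05633 did not exceed the spread of the mice (permutation test, p = 0.06676), and the quasi-likelihood test gave a log2 fold change of 0.05637 (standard error 0.03242, adjusted p = 0.285). The difference was 0.07868 in saline-treated mice alone (exact permutation test, p = 0.2143, n = 5 per group) and 0.03398 in amphetamine-treated mice alone (exact permutation test, p = 0.1825, n = 5 per group). With mice of the same parents averaged first, it was 0.0685 (permutation test, p = 0.03574). Gsk3b had 8.091 log2 CPM ± 0.07081 in Control mice and 7.957 ± 0.09706 in High-Active mice (SD, n = 10 per line). Its difference of -0.134 was larger than the spread (permutation test, p = 0.00286), and 6 of the 10 High-Active mice lay below every Control mouse. In the quasi-likelihood test Gsk3b had a log2 fold change of -0.1319 (standard error 0.03584, adjusted p = 0.0328). In the combined setting its adjusted p was 0.4642. The paper treats both genes as unchanged partners of the upregulated Wnt genes.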

Expression of canonical Wnt interacting partners, *Ctnnb1* and *Gsk-3β* were similar between the lines (Fig 3E and 3F).

**Fig 3:**
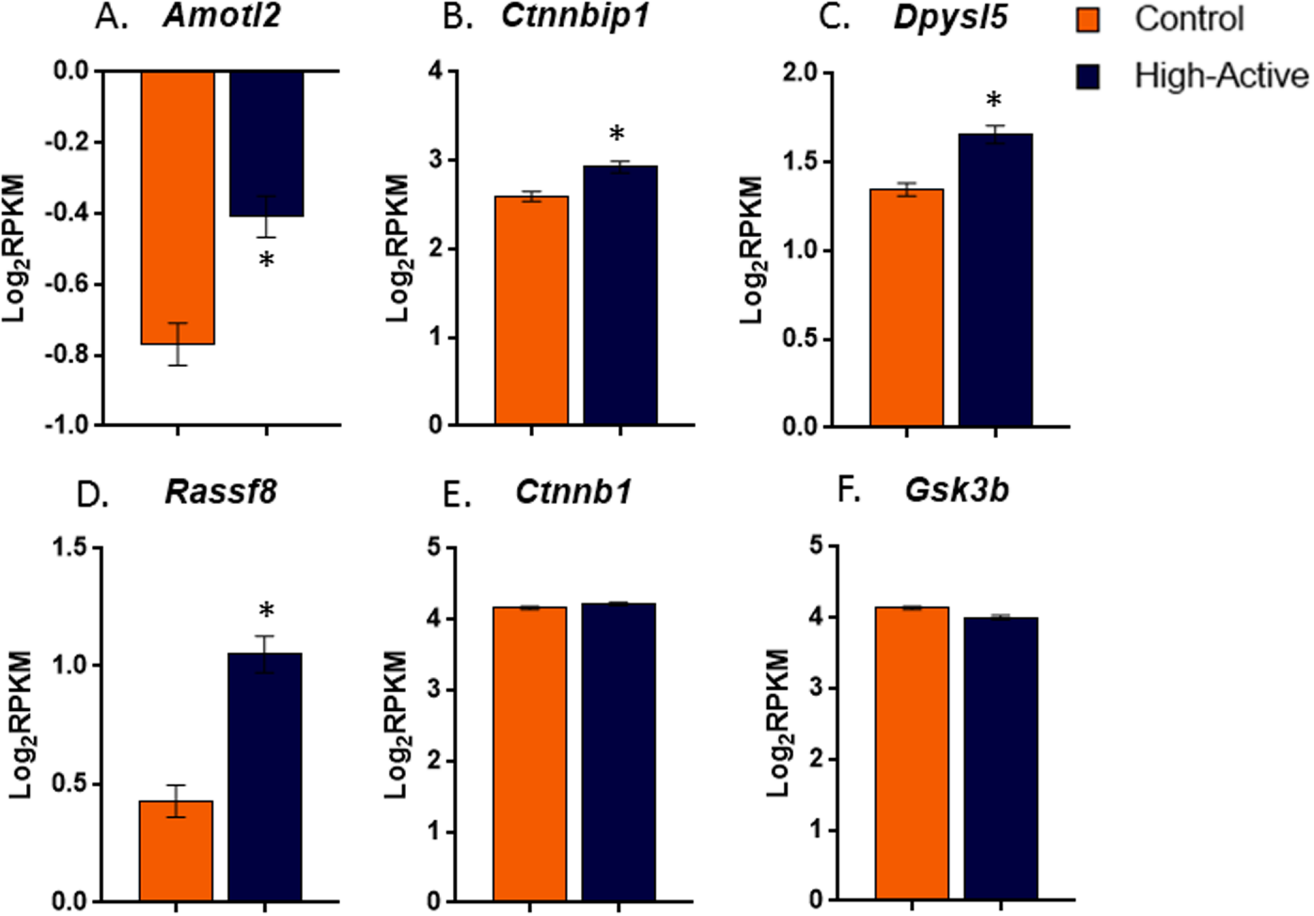
Differential expression of canonical *Wnt* pathway related genes in the striatum of High-Active versus Control mice. Average log (base 2) RPKM values (±SE) are shown separately for Control (open bars) and High-Active (shaded bars) lines (n = 10 per bar). **A-D.** *Amotl2*, *Dpysl5*, *Ctnnbip1*, and *Rassf8* were all significantly upregulated in High-Active relative to Control mice. **E-F.** *Ctnnb1* and *Gsk3β*, other genes in the canonical Wnt pathway, were not significantly differentially expressed. *indicates significant difference using standard t test at p<0.05 level.

#### Amphetamine and genotype-by-amphetamine interactions

A histogram of the p-values for the main effect of amphetamines and interaction of genotype-by-amphetamines were uniform, suggesting subtle, if any variation in gene expression was attributed to these factors. 

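For the main effect of amphetamine, 1844 of the 14792 genes (12.47%) had a p value under 0.05 in the quasi-likelihood test, against 740 for a uniform distribution. In Control mice alone the number was 940, the largest change among the alternatives for this effect apart from the combined setting with 884. For the interaction, 440 genes (2.975%) had a p value under 0.05, fewer than the 740 of a uniform distribution. Without the low-count filter, 886 of 26116 genes did. With each mouse left out in turn, the numbers were 1400 to 2275 for amphetamine and 345 to 697 for the interaction. From flat histograms, the paper reasons that amphetamine and the interaction accounted for little of the variation in expression.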

For the main effect of amphetamine, 53 genes passed the FDR < 0.10 threshold; 22 were upregulated, and 31 were downregulated. 

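In the quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes passed an FDR of 0.1 for the main effect of amphetamine, with 10 amphetamine-treated and 10 saline-treated mice. The count of genes varied with the test. The likelihood-ratio test with robust dispersions, where it changed most, gave 458 genes, DESeq2 gave 391, and adjusting over the 3 effects together gave 166. The combined setting, whose drug coefficient compares the treatments in Control mice, gave 67 genes, of which 41 were higher and 26 lower with amphetamine. Across the fits that each left out one mouse, the main test gave 0 to 339 genes and the combined setting 39 to 145.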

17 genes showed a differential response to amphetamine depending on the genotype (*i*.*e*., genotype-by amphetamine interaction) at FDR < 0.10. 

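The quasi-likelihood test gave 0 genes at an FDR under 0.1 for the genotype-by-amphetamine interaction, and so did DESeq2 and limma-voom with a block for family. The likelihood-ratio test with robust dispersions gave 6 genes, and adjusting over the 3 effects together gave 8. The combined setting moved the number most, to 21 genes, of which 7 had a positive and 14 a negative interaction. In that setting, leaving out a single mouse removed between 2 and 11 of the 21 genes, and the number of genes ran from 17 to 75.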

Of the 17 interacting genes, glyoxalase 1 (*Glo1; p<1*.*6 x 10*^*−5*^) is of particular interest due to recent association with anxiety-like behaviors in mice [29]. 

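Glo1 (ENSMUSG00000024026) lies on chromosome 17 of GRCm38 from 30584936 to 30626871. In saline-treated mice it had 6.349 log2 CPM ± 0.5331 in Control mice and 7.837 ± 0.1217 in High-Active mice (SD, n = 5 per group), a difference of 1.488 (exact permutation test, p = 0.007937, the smallest that 5 mice against 5 allow). After amphetamine the values were 6.95 ± 0.2254 and 7.602 ± 0.3404 (SD, n = 5 per group), a difference of 0.6524 (exact permutation test, p = 0.02381). Amphetamine changed Glo1 by 0.6009 in Control mice (exact permutation test, p = 0.07937, n = 5 per group) and by -0.2345 in High-Active mice (exact permutation test, p = 0.254, n = 5 per group). The difference between these responses was -0.8355 (permutation test with treatment labels exchanged within each line, p = 0.01401, n = 5 per group). In the quasi-likelihood test the interaction had a log2 fold change of -0.7413 (standard error 0.2835), which ranked 124 among the genes and had an adjusted p of 1. In the likelihood-ratio test with robust dispersions it was -0.952 (adjusted p = 0.04256).

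**Figure D5:**
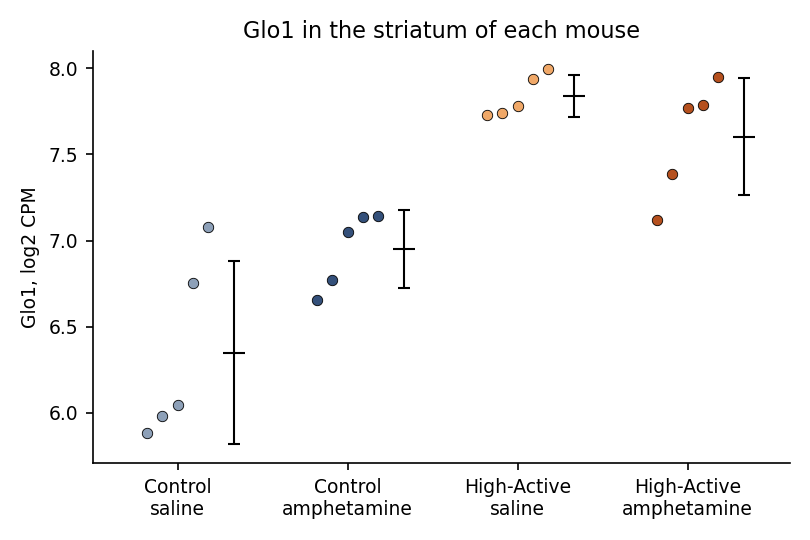
Log2 CPM of Glo1 in each mouse (y axis) in the 4 groups (x axis), 5 mice per group, with group means and SD. Control saline mice range from 5.885 to 7.078, Control amphetamine mice from 6.652 to 7.142, High-Active saline mice from 7.728 to 7.993 and High-Active amphetamine mice from 7.118 to 7.952.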

Expression of *Glo1* was significantly higher in High-Active than Controls under both conditions, but amphetamines tended to reduce *Glo1* expression in High-Active whereas it increased expression in Controls (Fig 4).

**Fig 4:**
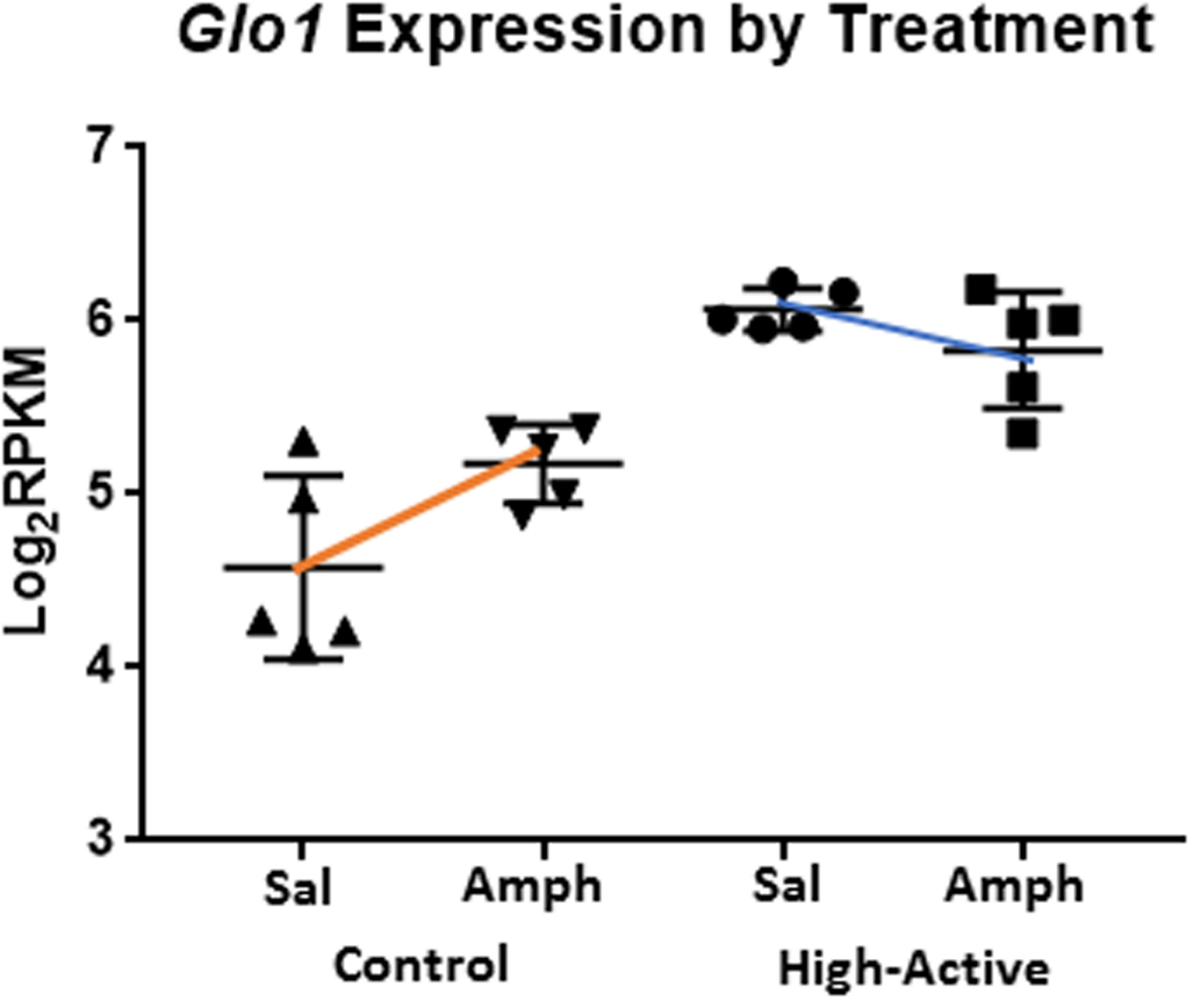
Effect of amphetamine administration on differential expression. Log (base 2) RPKM values are shown for Control-saline, Control-amphetamine, High-Active-saline, High-Active-amphetamine groups. In response to amphetamines, *Glo1* expression increased in Control mice and tended to decrease in High-Active mice.

### DAVID enrichment analysis

Among the 121 genes significantly downregulated in the High-Active line, functional categories related to lipid biosynthesis, oxidoreductase activity, and PPAR signaling were significantly enriched with scores of 1.67, 1.59, and 1.59 respectively. Among the 141 genes significantly upregulated in the High-Active line, categories associated with ATP-grasp fold and prenylation were significantly enriched with scores of 1.94 and 1.43, respectively.

### WGCNA

Following Saul et al. [21] the analysis of all genomes in the genome annotation which had non-zero variance (26,114) in WGCNA yielded 49 modules with a maximum module size of 2536 genes and a minimum module size of 84 genes. 

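In the count tables, 26116 of the 39179 genes varied among the 20 mice, which are the genes with at least 1 count in any mouse. Requiring at least 10 counts in total over the mice left 21553 genes. The network itself was not built again, and the modules were taken as the paper lists them.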

WGCNA was unable to cluster 2463 genes, which were clustered into module 0. 

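The members of Modules 8, 14 and 44 that S1 and S3 Tables name were used, 405, 239 and 105 genes, and the first principal component of their log2 CPM values over the 20 mice, in SD units, stood for each module. It accounted for 41.18%, 44.82% and 47.65% of the variance of the members. The component of Module 8 was 0.9353 ± 0.2113 in Control mice and -0.9353 ± 0.3497 in High-Active mice (SD, n = 10 per line), and all 10 High-Active mice lay below every Control mouse. Module 14 was -0.9578 ± 0.1804 in Control mice and 0.9578 ± 0.2003 in High-Active mice (SD, n = 10 per line), with all 10 High-Active mice above every Control mouse. The line differences of -1.871 for Module 8 and 1.916 for Module 14 both had a permutation p of 6e-05. For Module 44 the difference was -1.355 (permutation test, p = 0.00038), and 6 of the 10 High-Active mice lay below every Control mouse. Using only the members in S1 Table changed Module 44 most, to -1.141 (permutation test, p = 0.00502).

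**Figure D6:**
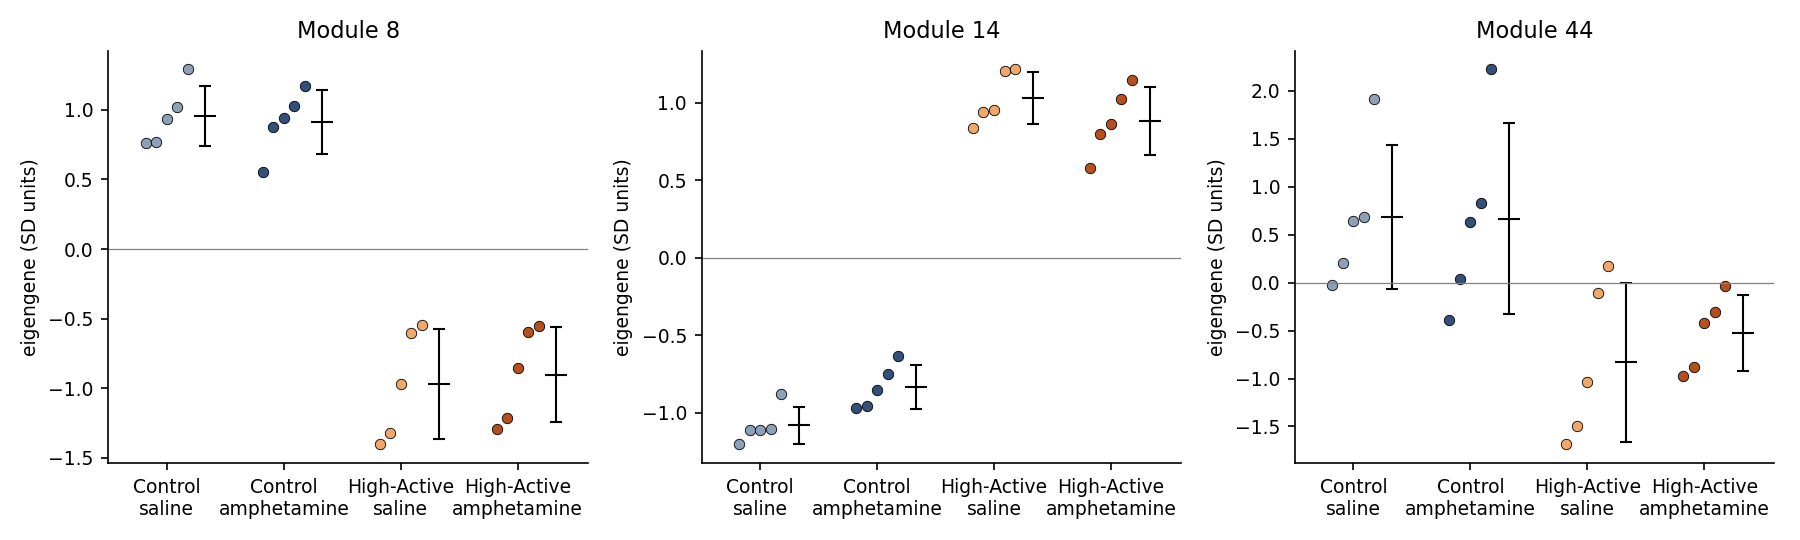
First principal component of the listed members of Modules 8, 14 and 44 in each mouse, in SD units (y axis), by group (x axis), with group means and SD. In Modules 8 and 14 the lines do not overlap. In Module 44 they do, with line means of 0.6773 and -0.6773.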

Three modules (numbered 8, 14, and 44) showed significant differences between the genotypes at FDR<0.10 (p<0.002) (S2 Table). Module 8 included *Flrt3* and other genes overrepresented for cytoskeletal proteins (DAVID enrichment score: 2.42), mitochondrial activity (DAVID enrichment score: 4.05), DNA damage repair (DAVID enrichment score: 3.13). 

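Flrt3 is among the members of Module 8 that the supplementary tables name. Its log2 CPM fell by 0.1458 from Control to High-Active mice (permutation test, p = 0.01318, n = 10 per line), the direction in which the component of the module changed.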

Module 14 included genes for overrepresented ontologies such as pyridoxal phosphate activity (DAVID enrichment score: 1.80) and proteolysis (DAVID enrichment score: 1.65). Module 44 included genes overrepresented for actin-myosin complex formation (DAVID enrichment score: 1.95), Golgi apparatus (DAVID enrichment score: 1.76), and ATP binding (DAVID enrichment score: 1.40). 

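The main effect of amphetamine on the module components was 0.01302 SD units for Module 8, 0.05063 for Module 14 and 0.142 for Module 44, with p values of 0.9216, 0.5637 and 0.6755 (permutation of the treatment labels within each line, n = 5 per group). The difference between the responses of the lines was 0.1083 for Module 8 and 0.3294 for Module 44, with permutation p values of 0.6822 and 0.6271. For Module 14 it was -0.3952, with a permutation p of 0.01421 and a Benjamini-Hochberg adjusted p of 0.04263 over the 3 modules. These 3 are the modules that differed between the lines in the paper. The paper's statement covers all its modules, so the adjustment over 3 is not a test of it. With each mouse left out in turn, the permutation p of Module 14 stayed at or below 0.03264.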

None of the modules displayed significant main effect or interaction with amphetamines. Results of the DAVID analysis on the three significant modules are shown in S3 Table.

### Immunohistochemical detection of synaptophysin

The density of synaptophysin positive particles was significantly reduced in High-Active relative to Control mice, by approximately 44% (t_10_ = 8.8, p<0.0001; Fig 5A–5C and 5E). The volume of the striatum did not differ and was estimated to be 15.1 cubic mm (± 1.11 SE) and 14.5 cubic mm (± 0.97 SE), in Control and High-Active mice, respectively (Fig 5F). The total number of synaptophysin particles (the product of density and volume) was also significantly reduced in High-Active relative to Control by approximately 46% (t_10_ = 9.8, p<0.0001). In High-Active mice the total number of synaptophysin particles was estimated to be 4.0 x 10^8^ (± 0.11 SE) particles per cubic mm, whereas in Control mice the estimate was 7.4 x 10^8^ (± 0.18 SE).

**Fig 5:**
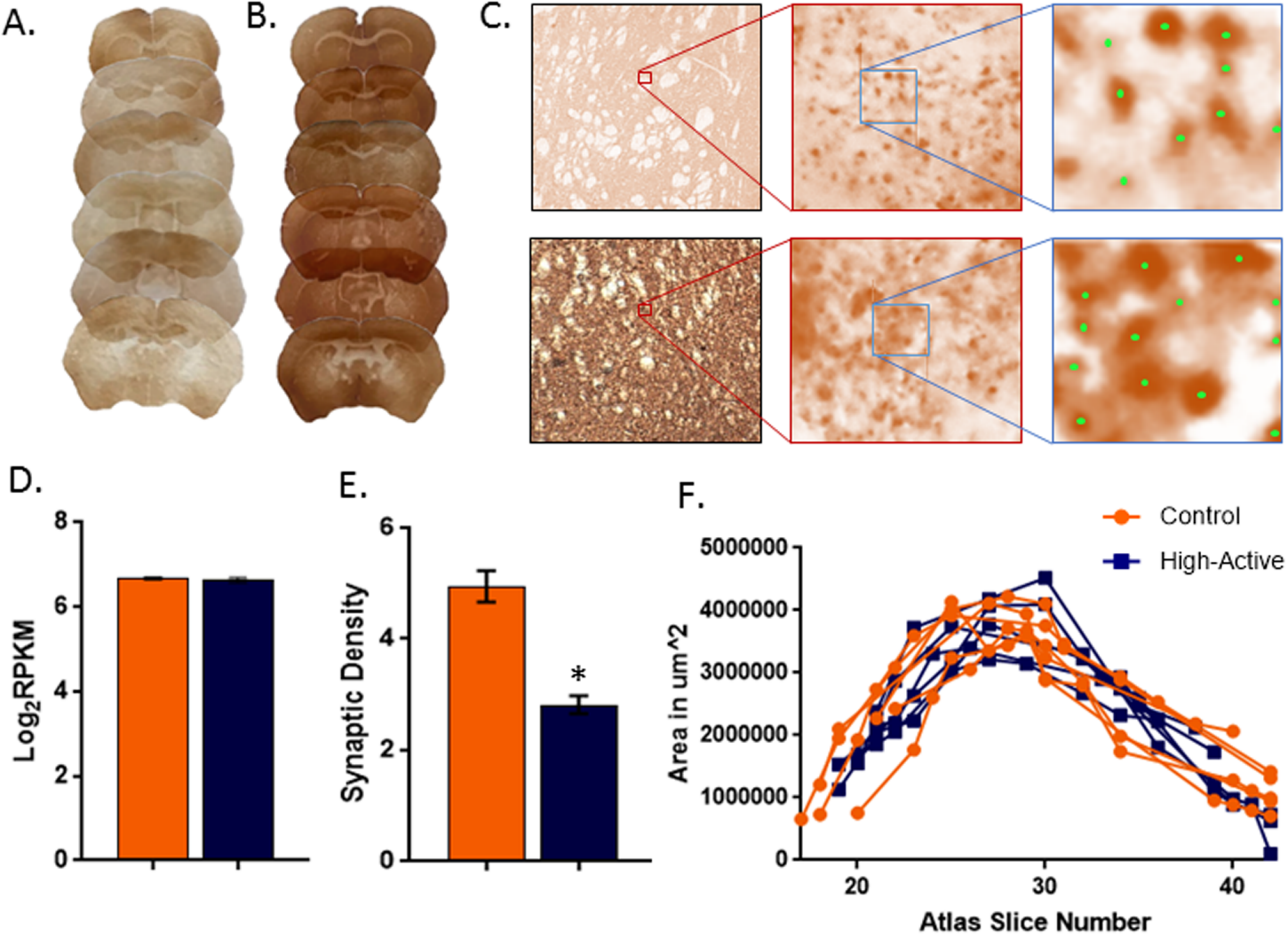
Reduced synaptophysin labeling in High-Active relative to Control mice. **A.** Representative sections from High-Active (left column) and Control (right column) mice. A section from each mouse in the study is shown at different positions along the rostro-caudal axis. Zoomed in images of **B.** High-Active and **C.** Control striatum at 2.5x magnification and 100x magnification, with a further zoomed in image of the counting frame with sample counts (green). Left and bottom boundaries of the counting frame are exclusion boundaries, and top and right are inclusion boundaries. **D.** Average synaptophysin gene expression in the striatum from the RNA-seq dataset showing no difference between genotypes. **E.** Mean (± SE) density of synaptophysin positive particles (number of particles x10^7^ per mm^3^) in High-Active and Control mice showing significant reduction in High-Active. **F.** Unilateral, two-dimensional areas of the striatum plotted against section number (based on the mouse brain atlas [28]) for each animal separately showing no difference between genotypes.

## Discussion

The main finding of the study is the robust molecular signature of ADHD-like behavior in the striatum. Rather than the usual suspects for the catecholamine hypothesis of ADHD, such as monoamine transporters and receptors, results identify new candidate genes and confirm others. Three converging pathways, synaptic actin regulation, Latrophilin 3, and canonical Wnt all suggested a downregulation in maintenance and regulation of excitatory synapses. This molecular prediction was confirmed by immunohistochemical detection of synaptophysin, a synaptic vesicle protein marker widely used as a marker of synapses [24]. High active mice displayed approximately 46% reduction in number of synapses compared to Control. Taken together with recent findings from animal models and human GWAS studies, results support the hypothesis that ADHD-like behavior is associated with changes in multiple genes and pathways that may ultimately reduce or impair excitatory synapses in the striatum.

### Synaptic actin regulation

Pseudogenes often negatively regulate their parent genes [30]. Therefore, it is possible that the upregulation of *Gm6180* exerted a negative influence on *Cfl1* that resulted in *Cfl1* being downregulated in High-Active mice (Fig 2A and 2B). However, this hypothesis requires additional molecular work before it can be confirmed. A role for *Cfl1* in synaptic remodeling of the striatum and predisposition for ADHD-like behavior was recently demonstrated in mutant mice with *Cfl1* and actin-depolymerizing factor (*ADF)* knocked out specifically in the striatum [31]. *Cfl1* was deleted in the striatum by controlling expression through a CaMKII-Cre transgene (*ADF*-/*Cfl1*- mice). These mice displayed abnormal synaptic structure and decreased excitatory synaptic density. In parallel with the synaptic alterations, the mice displayed ADHD-like symptoms of hyperactivity and impulsivity which were ameliorated with methylphenidate [31]. The *ADF*-/*Cfl1*- mice and our High-Active mice share remarkable convergence in striatal *Cfl1* expression and behavioral phenotypes related to ADHD. If the *Gm6180* interaction with *Cfl1* is indeed true, then *Gm6180*-like interactions may represent novel targets for modulating synapse strength in the striatum with specificity for ameliorating ADHD-like symptoms.

### Latrophilin 3

Decreased *Lphn3* and *Flrt3* expression in High-Active versus Control striatum (Fig 2C and 2D) provides yet further evidence in support of the hypothesis that reduced excitatory synapses in the striatum predispose ADHD-like behavior in the model. The trans-synaptic interaction between the protein products of *Lphn3* and *Flrt3* is of particular relevance due to the fact that genetic variants in *Lphn3* have been associated with ADHD in GWAS studies of large human cohorts [6]. In particular, SNP marker rs6551665 is associated both with susceptibility to ADHD and with response to stimulant medication such as amphetamine and methylphenidate [15]. Further, *Lphn3* null mutant mice display ADHD-like phenotypes such as hyperactivity, differential sensitivity to cocaine, and alterations in whole-brain levels of dopamine and serotonin-related genes and amino acid levels [17]. Our results support our hypothesis that downregulation of *Lphn3* along with the endogenous ligand, *Flrt3*, contribute to fewer or abnormal excitatory synapses in the striatum, which contributes to the ADHD-like symptomology.

### Canonical Wnt pathway

Of the 262 genes differentially expressed between lines, 5 are associated with the canonical Wnt pathway. 

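The 5 genes Tmem44, Rassf8, Amotl2, Ctnnbip1 and Dpysl5 were also among the 2149 genes at an FDR under 0.1 in the quasi-likelihood test, with adjusted p values from 5.133e-05 for Tmem44 to 0.009711 for Ctnnbip1. Their log2 fold changes were between 0.3127 and 0.9114, all positive. In the amphetamine-treated mice alone all 5 passed the same threshold, while in the saline-treated mice alone Tmem44 and Rassf8 did. The paper's selection fold changes followed the line difference in amphetamine-treated mice (median absolute difference 0.00187 on the log2 scale). The 5 genes were thus probably picked on that comparison, and passing it is not a separate check. The main test gave 0 genes for the interaction, so a dependence on amphetamine is not shown.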

Three of these genes, *Ctnnbip1*, *Amotl2*, and *Rassf8* encode proteins that inhibit the function of the Ctnnb1 protein [16,32,33] (Fig 6), suggesting that the canonical Wnt pathway could be disrupted in the striatum of High-Active mice. *Dpysl5* (also known as *Crmp5*) and *Tmem44* were also upregulated in High-Active mice and have known interactions with the canonical Wnt pathway, though the functional directionality of the interactions is not as clear [34,35] (Fig 6).

**Fig 6:**
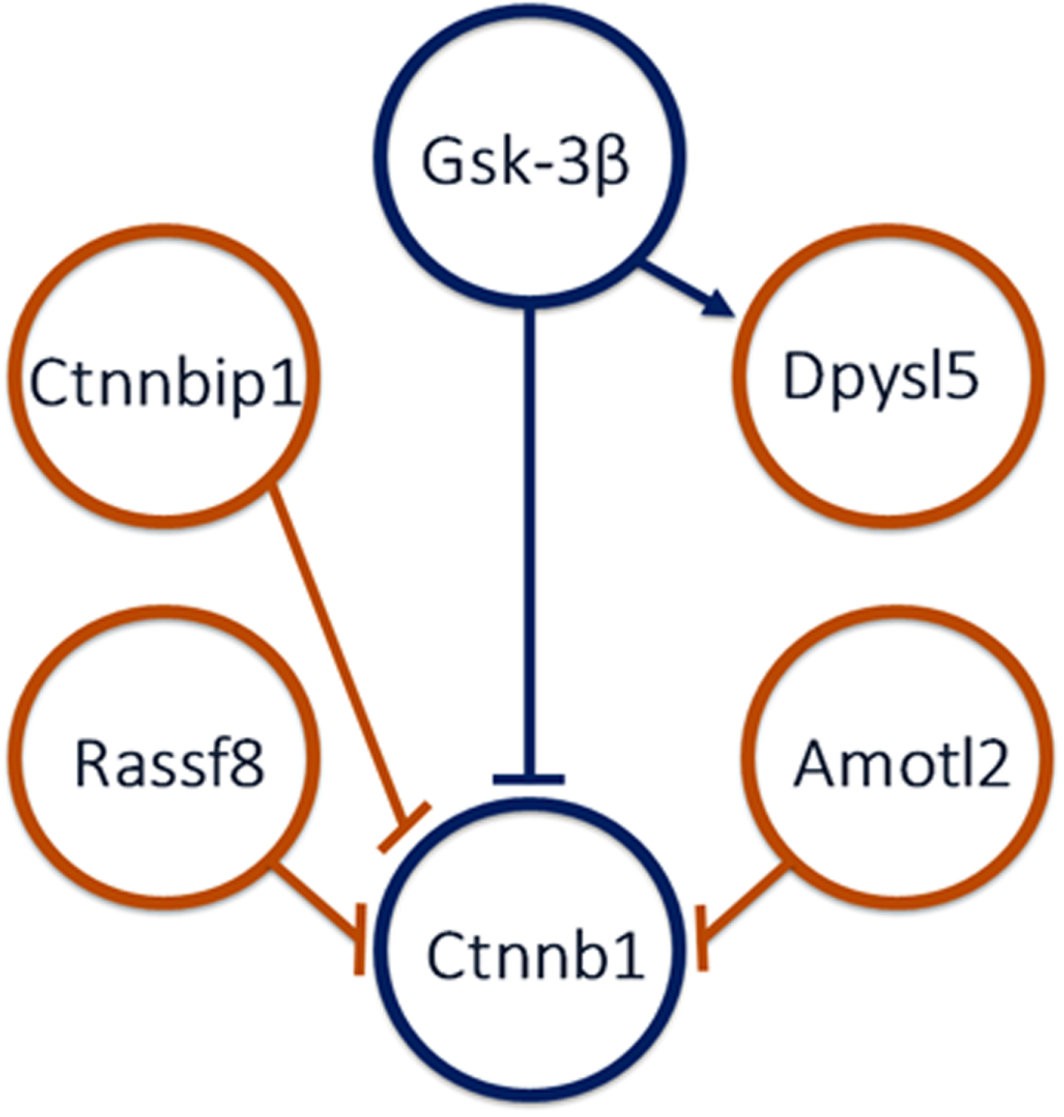
Hypothesized interactions between canonical Wnt-associated proteins. A synthesis from the literature of known protein interactions in the Wnt pathway for significantly differentially expressed genes between lines is shown. Orange indicates the gene for the protein was upregulated in the High-Active relative to Control mice. Blue identifies canonical Wnt proteins. Lines extending from one node toward another indicate the former regulates the latter. Arrows indicate positive regulation, whereas terminals (flat, perpendicular ends) indicate negative regulation.

The over-representation of canonical Wnt pathway genes that are significantly differentially expressed in a manner consistent with downregulation of the Wnt pathway suggest that modulation of Wnt signaling in the striatum is central to the High-Active phenotype. Recent evidence has shown that variation in Wnt signaling is a hallmark of other developmental psychiatric disorders, particularly schizophrenia, bipolar disorder, and autism spectrum disorder [36]. Specifically, key Wnt signaling downregulators have been associated with populations with schizophrenia and bipolar disorder [37–40]. Drugs that are used to treat both disorders are also known to raise Ctnnb1, a Wnt signaling biomarker, in the brains of adult rats. Amphetamine doses that are known to induce psychosis also decrease levels of Ctnnb1, but the effect of therapeutic doses of amphetamines on Wnt signaling in an ADHD-like brain, to the best of our knowledge has not been explored [41,42].

The canonical Wnt pathway is crucially involved in synapse formation during brain development and maintenance through cell-to-cell adhesion processes, neuronal formation, and proliferation/migration [43,44]. In the adult brain, Wnt signaling functions in synaptic cytoskeleton stabilization [45]. Downregulation of Wnt signaling could have many implications, ranging from potential decreases in synaptic density, abnormal synapse formation, and/or impaired cell-to-cell adhesion. *Dpysl5*, a member of the Wnt pathway upregulated in our results, is specifically implicated in controlling neurite outgrowth [34]. Coincidentally, altered actin dynamics due to decreased levels of Cfl1 and trans-synaptic binding molecules described above were predicted to cause similar effects on the synapse [31]. Taken together, these results suggest multiple molecular pathways are at play in the High-Active mouse striatum which converge on synapse formation and maintenance.

### Glyoxalase 1

The vehicle-treated High-Active mice displayed approximately three-fold higher expression of glyoxylase1 (*Glo1)* relative to Control, while amphetamine reduced expression. 

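Saline-treated High-Active mice had 229.2 CPM ± 19.61 of Glo1 and saline-treated Control mice 86.24 ± 33.66 (SD, n = 5 per group), a 2.658-fold difference in the edgeR model (log2 fold change 1.41, standard error 0.204, adjusted p = 0.002861). After amphetamine, High-Active mice had 198.5 CPM ± 44.13 and Control mice 124.8 ± 18.83 (SD, n = 5 per group), a fold difference of 1.59 (adjusted p = 0.1603). The change with amphetamine in High-Active mice was -0.2082 on the log2 scale (standard error 0.1997, adjusted p = 0.8622), and in Control mice it was 0.5331 (standard error 0.2014, adjusted p = 0.731). Leaving out a Control saline mouse, 883, moved the change in Control mice most, from 0.6009 to 0.7832 log2 CPM (exact permutation test, p = 0.03175, 4 mice against 5). From opposite responses, the paper concludes that amphetamine acted on Glo1 differently in the lines.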

This response was opposite to Control mice, where amphetamine increased expression (Fig 4). As reviewed by Distler & Palmer (2012), *Glo1* is implicated in anxiety-related behavior in mice [29]. GLO1 is an enzyme involved in cellular digestion of glucose, metabolizing and reducing cellular levels of the byproduct methylglyoxal (MG), primarily in astrocytes as opposed to neurons [46]. MG is a GABA-A receptor agonist and infusion into mice reduces anxiety-related behaviors. This is interesting because the majority of striatal neurons are GABAergic projecting medium spiny neurons. It is possible that the high baseline levels of *Glo1* in the High Active line cause low MG levels which reduce GABAergic signaling in the striatum, but how this causes anxiety, and how an anxiety phenotype might be related to increased physical activity and impulsivity in our lines remains to be determined.

### DAVID

The most significantly enriched category among genes downregulated in High-Active mice involves lipid biosynthesis. Most of the brain is composed of lipids, and lipids serve many different functions in the brain, and so it is difficult to interpret this generic result. Low serum levels of fatty acids have been observed in populations with ADHD regardless of diet [47–49]. It is possible that lipid synthesis dysregulation occurs in the brain as well as other organs but connections to ADHD symptomology remains unclear.

The peroxisome proliferator-activated receptor (PPAR) pathway is associated with lipid metabolism [50], and is also significantly enriched in genes downregulated in High-Active mice. PPARγ inhibits Gsk3β [51], and Gsk3β inhibits Ctnnb1 (Fig 6). Hence, decreased PPARγ inhibition of Gsk3β in High-Active striatum would result in greater inhibition of Ctnnb1, consistent with the hypothesized decrease in Wnt signaling in High-Active striatum.

ATP-grasp fold enzymes and prenylation associated genes are enriched in the upregulated genes in High-Active mice. ATP-grasp fold enzymes are involved in fatty acid synthesis [52]. We speculate that ATP-grasp fold enzymes and related pathways may be upregulated in High-Active mice as a compensatory mechanism to counterbalance decreased lipid metabolism and biosynthesis. Post-translational prenylation plays a role in protein localization and interactions [53], and thus could be involved in a variety of processes that have not been elucidated in this model yet.

### WGCNA

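The line difference in the component of the listed members was -1.871 SD units for Module 8, 1.916 for Module 14 and -1.355 for Module 44 (n = 10 mice per line). The permutation p values were 6e-05 for Modules 8 and 14 and 0.00038 for Module 44. They are not independent support, since the authors built and picked these modules with the same mice. Across the fits that each left out one mouse, the difference stayed between -1.879 and -1.866 for Module 8 and between 1.913 and 1.923 for Module 14. The components are scaled to their spread over the mice, most of which is the line difference in these modules. The narrow ranges therefore show little about stability. From the cytoskeleton genes in Module 8, the paper proposes that further processes probably take part in changing the structure of cells and synapses.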

Module 8 was most significantly different between the lines, and over-represents genes associated with cytoskeleton proteins, including *Flrt3*. The implication is that in addition to *Gm6180-Cfl1* and *Lphn3*-*Flrt3*, there are many other process that likely contribute to altered cellular and synaptic structure in the High-Active striatum. Module 14 contains *Tmem44 and Glo1* as well as other genes associated with pyridoxal phosphate activity and proteolysis. 

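Glo1 is listed among the members of Module 14 that could be read from S1 and S3 Tables, and Tmem44 is not in those lists, which cover 239 genes of the module. Both genes were higher in the High-Active line, by 1.07 log2 CPM for Glo1 and 0.8855 for Tmem44 (permutation test, p = 8e-05 for each, n = 10 per line). In each case 9 of the 10 High-Active mice lay above every Control mouse.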

We know of no current consensus about the involvement of pyridoxal phosphate and proteolysis in ADHD or other developmental disorders.

Module 44 over-represents genes associated with the actin-myosin complex and ATP binding. We would expect genes associated with other processes involving actin, such as the actin-myosin complex, to be dysregulated, in line with our synaptic actin hypothesis. The overrepresentation of genes associated with ATP binding also relates to the DAVID result involving ATP-grasp fold genes being upregulated in High-Active mice.

### Reduced synaptophysin labeling in High-Active mice

The molecular prediction that synapse number would be reduced in the striatum of High-Active mice was confirmed in a separate set of animals processed for immunohistochemical detection of synaptophysin. The difference was striking, strongly supporting the hypothesis that the molecular changes which promote hyperactivity and impulsivity in the High-Active line do so, in part, by decreasing the number of synapses in the striatum (Fig 5A–5C). All the sections from all the animals were treated using the same reagents at the same time (see Methods), thus the large difference in staining is a real biological difference rather than a batch effect from the immunohistochemistry. 

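Syp (ENSMUSG00000031144), on chromosome X of GRCm38 from 7638471 to 7653256, encodes synaptophysin. It had 9.784 log2 CPM ± 0.09193 in Control mice and 9.738 ± 0.1928 in High-Active mice (SD, n = 10 per line). The difference of -0.04546 lay within the spread of the mice (permutation test, p = 0.5086), and the quasi-likelihood test gave a log2 fold change of -0.0387 (standard error 0.0628, adjusted p = 0.7374). Between 27501 and 48259 reads per mouse were counted on Syp in High-Active mice, so depth did not limit the comparison. In the amphetamine-treated mice alone the sign changed, to 0.02336 (exact permutation test, p = 0.7778, n = 5 per group). From similar expression of the gene, the paper reasons that synapses were reduced through their maintenance and stability and not through their rate of formation.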

It is important to point out that synaptophysin gene expression was similar between High-Active versus Control in the striatum (Fig 5D), suggesting that synapses were reduced not by decreasing their rate of formation but rather by altering their regulation, maintenance and stability. However, as synaptophysin does not distinguish between excitatory or inhibitory synapses, further work is needed to identify the specificity in the types of synapses that are reduced in High-Active mice. Previous work done by Zimmerman et al. [31] showed a 16% decrease in excitatory synapses in mice engineered to display reduced Cfl1 in the striatum, and the High-Active mice displayed reduced Cfl1 (Fig 2B). Human ADHD has been associated with genetic variants in synapse-related genes [54] including synaptophysin [55]. The genetic association between *Lphn3* and ADHD in human populations has been suggested to result from the allele’s effects on synapse stabilization. Lphn3 is thought to play a role cell adhesion and trans-synaptic scaffolding [18] and *Lphn3* was reduced in the High-Active mice (Fig 2C). Reduced excitatory synapses is consistent with reduced gray matter [56] and hypo-activation of the striatum observed in ADHD [57]. Future work with the High-Active mice could reveal molecular pathways connecting genetic association between synapse development-related genes such as *Lphn3*, synapse maintenance and ADHD-like behavior.

### Limitations

RNA was extracted from a large portion of the dorsal and ventral striatum which includes a mixture of multiple different cell types (e.g., neurons, glial cells and endothelial cells). Hence, differences in gene expression between groups in our study could be driven by changes occurring in one or multiple of these cell types, as we did not differentiate the pathways at the cellular level. The converging evidence points to synapse maintenance and regulation, so it is likely that neurons and astrocytes were the main cell types influencing the gene expression results emphasized. In addition, because we used both dorsal and ventral striatum, we could have missed genes significantly expressed in the dorsal striatum but not the ventral and vice versa, by homogenizing these two distinct regions. Future analyses of samples containing isolated cell types is required for confirmation.

The gene expression differences between the High-Active and Control lines in our study could be due to selection for the ADHD phenotype, but could also be due to random genetic drift. The two lines were reproductively isolated for 17 generations, with a relatively small effective population size (approximately 10 families per line). One way to remove this confound in future studies is to develop and analyze additional replicate lines of mice [21]. It is alternatively possible to estimate rates of genetic drift without replicate lines if certain assumptions are made about heritability, effective population size, and inbreeding coefficients [13,14].

Because the High-Active line was generated through selective breeding, it can safely be assumed that the observed differences in behavior and gene expression relative to the Control line can ultimately be attributed to specific allelic differences that occur at multiple places in the genome between the lines. However, no QTL or gene mapping data are available for these lines, and the RNA sequence data obtained from this dataset is not adequate for statistically establishing genetic associations. 

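Preb had a log2 fold change of -0.2497 between the lines (standard error 0.03871, adjusted p = 0.0009932 from the quasi-likelihood test), Hopx of 0.4905 (standard error 0.1158, adjusted p = 0.01626) and Nkx6-2 of 0.4436 (standard error 0.1389, adjusted p = 0.05641). All 10 High-Active mice lay above the Control median for Hopx and for Nkx6-2, and 8 of the 10 lay below every Control mouse for Preb. The adjusted p of Nkx6-2 ran from 0.0005253 in the likelihood-ratio test with robust dispersions to 0.4802 in the saline-treated mice alone. The paper presumes that such transcription factors contributed to the expression signatures of the lines.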

In the present study, some of the DEGs between the lines were transcription factors (*e*.*g*., *Preb*, *Nkx6-2*, *Hopx*, S1 Table), which presumably contributed to orchestrating the gene expression signatures of the lines. Future work employing such techniques as chromosome immuno-precipitation sequencing (ChIP-seq) could identify DNA sequence variation at the site of interaction between the DNA binding molecules and the DNA, that ultimately could explain the gene expression regulation.

### Conclusions

Results establish substantial molecular reorganization of the striatum in response to 17 generations of selection for hyperactivity. Three pathways were identified that together converge on a story of abnormal synaptic structure and maintenance. As of yet, no known interactions between the three main identified pathways, canonical Wnt, actin depolymerization, and *Lphn3* have been established. These may represent independent mechanisms or complement and support each other. The mechanism underlying the negative association between *Gm6180* and *Cfl1* expression could provide a useful molecular target if it proves capable of altering synapses in a subtle and specific way in the striatum to predispose ADHD. In addition, DAVID analysis suggests a broader dysregulation of lipid biosynthesis in High-Active mice, in line with current human ADHD literature. Future plans include quantifying excitatory synaptic density, dendritic spines, and arborization in High-Active vs. Control striatum to directly test and refine the reduced excitatory synapse hypothesis motivated by the gene expression and synaptophysin results highlighted herein. We hope by unraveling the biology, from the molecular regulators to the brain-circuit level physiological outcomes, it may be possible to one day identify better targets at the root of the pathophysiology of ADHD.

## Supporting information

S1 Table Differentially expressed genes. “Selection” refers to effect of selection, “drug” refers to effect of amphetamine, and “interaction” refers to the interaction between “selection” and “drug” in a 2-way ANOVA of log RPKM. “repheno” refers to the correlation between gene expression and distance traveled on days 5 and 6 at the 6.5 month time-point. “drug.response” refers to correlations between gene expression and distance traveled on day 7 within the 2 hour period after the mice received the saline injection or the amphetamine injection up until the point when they were euthanized. “pnd60.activity” refers to correlation between gene expression and distance traveled at the 3 month time-point during original behavioral phenotyping. “logFC” refers to log fold change for categorical variables; “cor” refers to correlations for continuous variables. 

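The rows of S1 Table that could be read include 1126 of the genes tested here. Across these genes, the selection fold changes in S1 Table had a Pearson's r of 0.9999 with the High-Active minus Control difference in amphetamine-treated mice, estimated from the counts with edgeR's likelihood-ratio model and robust dispersions. The median absolute difference between both values was 0.00187 on the log2 scale. Against the difference averaged over both treatments, the median absolute difference was 0.2257. The drug fold changes followed saline minus amphetamine in Control mice, with a median absolute difference of 0.001991. The correlations are across genes, which are not independent replicates.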

“LR” refers to likelihood ratio, “logCPM” gives log of counts per million. All other column labels use standard acronyms.
(XLSX) Click here for additional data file.

S2 Table WGCNA modules. See S1 Table.
(XLSX) Click here for additional data file.

S3 Table WGCNA DAVID results. DAVID enrichment analysis results for WGCNA modules 8, 14, and 44. 

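S3 Table gives, for each module, the functional annotation clusters of the DAVID database with an enrichment score and the member genes of each term. An enrichment score is the negative log of the geometric mean of the p values of the terms in a cluster, so a higher score stands for terms that are more over-represented among the genes of the module than among the background. The gene lists in the table name 390 members of Module 8, 228 of Module 14 and 104 of Module 44, and these lists, with the module labels in S1 Table, gave the members used for the module components here.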

These modules’ eigengenes showed significant effects of selection.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

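RNA from the striatum of 20 mice of generation 17 was sequenced, 10 of the High-Active line and 10 of the Control line, with 5 mice of each line given 0.25 mg/kg amphetamine and 5 given saline 2 hours before tissue collection. The authors made stranded paired-end libraries, aligned the reads to GRCm38 with TopHat2 and counted reads per Ensembl gene with htseq-count. They deposited one count table per mouse, with whole-number counts for 39179 genes and without normalization or filtering. Each table ends with the tallies of reads that the counter did not assign to a gene, and these lines were left out. The groups were taken from the labels of the samples, which give the line, the treatment, the parents, the distances traveled and the body mass of each mouse.

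Between 32388971 and 53710713 reads per mouse were counted on genes, with a median of 41703853.5. The group medians were 44311883 for Control saline, 40271916 for Control amphetamine, 41068475 for High-Active saline and 50191946 for High-Active amphetamine. At these depths 3 counts were a share of at most 9.26e-06% of the counts of a mouse. Gene symbols and positions came from GENCODE annotation of GRCm38, the build to which the authors aligned. The annotation is of another release than the one the authors counted on, and 37607 of the 39179 genes had a symbol in it. No coordinates were converted between builds.

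Genes were kept when they exceeded 1 CPM in at least 3 mice, which left 14792 genes. Counts were normalized by TMM and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with a mean for each of the 4 groups. The genotype and amphetamine effects were averaged over the other factor, and the interaction was the difference between the responses of the lines. P values were adjusted by the Benjamini-Hochberg method within each effect, with a threshold of 0.1. The standard error of a log2 fold change is its size divided by the root of the F statistic. The genes named in the text were chosen by a rule written beforehand, as the genes the paper names and the 3 genes with the smallest p in each direction of each effect past the threshold. The neighbors of Glo1 are the tested genes that start within 500 kb of it.

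Values of single genes per mouse are log2 CPM with a prior count of 2. They were compared between the lines with permutation tests of 100000 resamples, and between groups of 5 mice with exact permutation tests, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. A difference between the responses of the lines was tested by exchanging treatment labels within each line after the mean response was removed. Modules were not built again. The first principal component of the members listed in S1 and S3 Tables stood for the component of each module.

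The fits were tested on simulated counts drawn from the means and library sizes of the real mice, with 200 genes changed by a log2 fold change of 1 or -1 for each effect. All simulated genes shared the same dispersion, above the common dispersion of 0.03346 in the real fit, and only well-counted genes were changed. Smaller changes, and dispersions that differ between genes, were not simulated, so the rates may not carry over to the real counts. The quasi-likelihood test recovered 100% of the changed genes for genotype and for amphetamine and 47.5% for the interaction, and 8.646%, 7.242% and 5% of its calls were false at the threshold of 0.1. In the same counts, 28.11%, 27.54% and 40.48% of the calls of the likelihood-ratio test with robust dispersions were false, and 16.41%, 17.33% and 22.22% of those of DESeq2.

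The alternatives were a likelihood-ratio test with robust dispersions, DESeq2 1.42.0, the RLE normalization, no filter on low counts, at least 10 counts in every mouse, limma-voom (limma 3.58.1) with a block for family, counts summed over mice of the same parents, an additive model, adjustment over the 3 effects together, the lines compared within each treatment, the treatments compared within each line, an FDR of 0.05, and each mouse left out in turn. A combined setting joined the likelihood-ratio test, coefficients with the amphetamine-treated Control mice as reference, and adjustment over the 3 effects. For single genes, a prior count of 0.25, library sizes without TMM factors and means over families were tried. The labels were also permuted in 100 splits of the mice for the main test and 40 for the combined setting. More splits had been planned for the combined setting. The number, and with it the limit written beforehand, was lowered because of running time, before any result of these splits was seen.

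The functional enrichment by DAVID was not run, because its database was not available, and the network of WGCNA was not built again. Synaptophysin particle counts were not in the files analysed here. Distances after the injection carry no unit in the labels and are given in the unit of the labels.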

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

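The tests of the flagged mice, of mice left out, of families, of the 3 modules together and of pseudogene names below the filter were chosen after the patterns were seen. Gm6180 was low in a single High-Active mouse. In the High-Active amphetamine mouse 192 it had -1.682 log2 CPM, far below the other 4 mice of its group, which lay between 3.599 and 4.067. The library of this mouse had the median depth of its group (ratio 1), which gives no sign of a depth effect, and its cortex marker score lay 1.52 SD above the mean of the other High-Active mice. A swapped label was weighed with the 100 other genes that best separated the lines in the remaining mice. Mouse 192 lay nearer the High-Active line on 58 of them, fewer than any other mouse, against 73 to 92 in the other 9 High-Active mice and 66 to 92 in the 10 Control mice. Glo1 (7.767 log2 CPM) and the components of Modules 8 and 14 (-0.5955 and 0.58 SD units) placed it with the High-Active line. A swap of the whole sample is therefore unlikely. A mixed sample was not tested separately. Control RNA could bring Gm6180 down to the 13 reads of this mouse only if it made up nearly the whole sample. Glo1 and both components argue against that for this mouse. Mouse 192 is the only High-Active mouse without a sibling in the experiment, so the low Gm6180 may reflect a variant that was not fixed in the line, a hypothesis that these data cannot test.

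Control amphetamine mouse 407 was flagged on 3 measures. Its Flrt3 was 5.674 log2 CPM, below the 5.81 to 5.846 of the other mice of its group, its re-phenotyping distance was 0.4742 km/day against 0.238 to 0.2681, and its distance after the injection was 57.1 in the unit of the labels against 23.24 to 30.2. A swapped label is unlikely, since it lay nearer the Control line on 79 of the 100 genes that best separated the other mice. Its depth was 0.8052 of the group median and its cortex marker score lay 1.173 SD from the mean of the other Control mice, both within the limits set for these tests. Activity before and after the injection were measured in the same mouse and are not independent flags.

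Ctnnbip1 of Control amphetamine mouse 369 was 4.649 log2 CPM, above the 4.395 to 4.464 of the other mice of its group. The mouse lay nearer its own line on 77 of 100 genes, its depth was the median of the group (ratio 1) and its cortex marker score lay 0.4385 SD from the mean of the other Control mice, so none of these explanations was supported by its test. The High-Active amphetamine mouse 905 traveled 3.185 km/day in re-phenotyping, against 0.6283 to 1.363 km/day in the other mice of its group. It lay nearer the High-Active line on 77 of 100 genes. Whether its distance was recorded correctly could not be tested. In all, 6 of 72 groups of 5 mice held such a distant mouse, where 3.6 would be flagged by chance, so single flags carry little weight. No biological explanation was tested for these mice.

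The responses of Glo1 to amphetamine differed between the lines by -0.83546 log2 CPM (permutation test, p = 0.01401, n = 5 per group). No single mouse accounted for it, since the largest permutation p with one mouse left out was 0.02983. Mice of the same parents in different treatment groups differed by up to 1.064 log2 CPM, which passed the limit of that test, but this is the largest of 7 pairs. Of the 2 Control pairs, the amphetamine-treated mouse was higher by 1.064 in one and differed by -0.1015 in the other, and the 5 High-Active pairs ran from -0.6232 to 0.1713. An uneven distribution of families over the groups is therefore not excluded. The paper picked the gene from its list of interaction genes, after a filter that 14472 genes passed. Among the 14792 genes tested here, its quasi-likelihood p was 0.01703 with an adjusted p of 1. Among the 4 tested genes that start within 500 kb of Glo1, the median Pearson's r with Glo1 within the lines was 0.4684, below the limit of 0.5 set beforehand for a shared local variant. A further test was chosen after that result was seen. With the group means removed, only 0.02028% of the tested genes, 3 genes including Btbd9 itself, followed Glo1 as closely as Btbd9, which lies next to it. For the other neighbors the share was 2.028% for Dnah8, 12.19% for Glp1r and 72.09% for Abcg1, so the relation rests mainly on Btbd9. The closeness of Btbd9 leaves inherited variation around Glo1, not evenly spread over the 4 groups, as a candidate explanation for the interaction beside a response to amphetamine. With 5 mice per group these cannot be told apart.

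The component of Module 14 also responded differently to amphetamine in the lines, by -0.3952 SD units (permutation test, p = 0.01421, n = 5 per group). Over the 3 modules the Benjamini-Hochberg adjusted p was 0.04263, and with one mouse left out the permutation p reached at most 0.03264. The 3 modules were those with a line difference in the paper, and its other modules were not tested. The line difference of the module was 1.916 SD units, so the interaction is small beside it. Module 14 includes Glo1, and the modules were built by the authors from the same mice. Contamination and depth were not tested for this pattern, which therefore cannot be told apart from them.

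Without the filter on low counts, 334 genes that the filter removes passed an FDR of 0.1 for genotype, 190 higher and 144 lower in High-Active mice, with a median count of 5 per mouse. The other splits of the mice gave at most 3 such genes, and only the real grouping, 1 of 100 splits, gave as many, so a few reads by chance are an unlikely source. Pseudogene-like names were less frequent among them than among the other genes below the filter (35.93% against 45.02%, odds ratio 0.6847). Such names, Gm with a number or an ending in -ps, only stand in for pseudogenes, and the annotated gene types were not used. The comparison therefore cannot exclude wrongly assigned pseudogene reads as a source. The cortex marker difference between the lines (permutation test, p = 0.042), described under the other observations, was not ruled out for these genes.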

How the results depend on the processing

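The alternatives named in the processing summary were chosen before the processed files arrived, apart from those with the tally lines kept, which were chosen after seeing the data. The line differences in re-phenotyping distance and in the components of Modules 8, 14 and 44 had 22 alternatives each. Of these, 20 left out a mouse. The number of genes that pass the filter had 3 alternatives, and the number with non-zero variance had 1. These results kept their direction and their side of the threshold in all alternatives run for them. The replicate block was not run because the animal numbers are unique to each mouse and pair no samples.

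The genotype count of 2149 genes was 855 with adjustment over the 3 effects together, 609 with counts summed over families, 553 in saline-treated mice, 193 in amphetamine-treated mice, 301 in the combined setting and 290 in the combined setting with the tally lines kept. At an FDR of 0.05 it was 1121. It ran from 1381 to 2535 genes across the 20 fits that each left out one mouse. Comparing the lines within a treatment leaves 5 mice per group, summing over families leaves 13 units, and adjusting over the 3 effects adds p values from effects with few small ones, which may account for the lower counts of 193, 609 and 855.

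The amphetamine count of 0 genes became 458 with the likelihood-ratio test, 391 with DESeq2, 166 with adjustment over the 3 effects, 67 in the combined setting and 63 with the tally lines kept as well. It ran from 0 to 339 across the fits that left out one mouse. The interaction count of 0 became 6 with the likelihood-ratio test, 8 with adjustment over the 3 effects, 21 in the combined setting and 19 with the tally lines kept, and it ran from 0 to 1 across the fits that left out one mouse. In simulated counts the likelihood-ratio test made more false calls than the quasi-likelihood test, so part of its 458 and 6 genes may be false. The simulated genes all shared the same dispersion, so the share of false calls in the real counts is not known.

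In single genes, the line difference of Cfl1 was -0.1171 in amphetamine-treated mice and that of Flrt3 -0.1039 in saline-treated mice, neither past the threshold with 5 mice per group. The sign of Syp changed in amphetamine-treated mice, to 0.02336 in log2 CPM, to 0.02282 as a log2 fold change in the main test and in the combined setting, and to 0.02412 with the tally lines kept. All of these lie within the spread of the mice. The amphetamine effect of Glo1 was -0.2082 in High-Active mice, against 0.1624 over both lines, because it averages opposite changes. The change of Glo1 in Control mice ran from 0.4849 to 0.7832 across the fits that left out one mouse, and 1 of 10 such fits passed the threshold.

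The response of the distance after the injection was 2.18 in Control mice, and -1.265 once adjusted for re-phenotyping distance. Without the adjustment it ran from -3.804 to 5.791 across the fits that left out one mouse. In High-Active mice the unadjusted response ran from 35.59 to 155.8, and 1 of these fits passed the threshold. These ranges are as wide as the responses themselves.

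Among the values of single genes and the counts of small p values, 28 other rows were weaker, 13 were stronger and 6 moved, and across the fits that left out one mouse 1 was weaker, 10 were stronger and 1 moved. Depth limited Gm6180 in Control mice, where 4 to 15 reads per mouse were counted. The fold difference of this gene therefore depends on the prior count, and the difference of 5.068 log2 CPM was 5.2935 with a prior count of 0.25.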

Differences from the paper's values

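For the genotype effect, the paper reports 262 genes, 141 higher and 121 lower in High-Active mice, and the quasi-likelihood test gave 2149, with 1129 higher and 1020 lower. Of the alternatives set before the files arrived, the comparison in amphetamine-treated mice gave 193 genes (97 and 96) and the combined setting 301 (157 and 144), both within 1.5 times the paper's numbers, and the others did not come within it. The combined setting with the tally lines kept, chosen after seeing the values, gave 290 (152 and 138).

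For amphetamine, the paper reports 53 genes, 22 higher and 31 lower, and the main test gave 0, with 0 higher and 0 lower. The combined setting gave 67 genes, 41 higher and 26 lower with amphetamine. With the directions as the paper words them, 26 lower is within 1.5 times the paper's 31 and 41 higher is not within 1.5 times its 22. The signs of the drug values in S1 Table are those of saline minus amphetamine, and with the directions exchanged, 41 against 31 and 26 against 22 are both within 1.5 times. With High-Active saline mouse 197 left out, the main test gave 23 higher. The combined setting with the tally lines kept, chosen after seeing the values, gave 63 genes and 26 lower. For the interaction, the paper reports 17 genes and the main test gave 0. The combined setting gave 21, and with the tally lines kept, chosen after seeing the values, 19. The other alternatives did not close these gaps.

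The paper's p of 3.1e-33 for Gm6180 stood against 2.804e-10 in the quasi-likelihood test. The likelihood-ratio test gave 1.885e-61 and DESeq2 3.352e-38. For Tmem44, the paper's 1.4e-12 stood against 2.776e-08, with 6.238e-23 in the likelihood-ratio test, 8.495e-19 with DESeq2 and 5.41e-13 in the combined setting, and 5.933e-13 with the tally lines kept, chosen after seeing the values. For Lphn3, the paper's 0.0004 stood against 0.03321, with 3.998e-06 in the likelihood-ratio test and 0.0002122 in the combined setting, and 0.0002062 with the tally lines kept, chosen after seeing the values. For the interaction of Glo1, the 1.55335e-05 of the paper's S1 Table stood against 0.01703, with 8.633e-06 in both the likelihood-ratio test and the combined setting, and 7.783e-06 with the tally lines kept, chosen after seeing the values. No other alternative reached the paper's bounds.

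For the distance after the injection, the paper reports a reduction of 40% with amphetamine in High-Active mice, and the distances in the labels gave a reduction of -196.1%, an increase. The paper's change of about 2-fold in Control mice stood against 1.07. None of the alternatives closed either gap. The adjustment among them used a common slope for all groups, and the paper's own covariate model was not rebuilt.

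S1 Table gives Glo1 a selection log2 fold change of 0.692158, a drug value of -0.760374 and an interaction value of 0.946599, where the main test gave 1.04 for genotype, 0.1624 for amphetamine and -0.7413 for the interaction. For Ctnnbip1 the paper's values are 0.512153, 0.24813 and -0.360387, against 0.3366, -0.08388 and 0.3251. For Amotl2 they are 0.495891, 0.190727 and -0.288571, against 0.3613, -0.06645 and 0.2668. For the selection values, the comparison in amphetamine-treated mice (0.6691, 0.4991 and 0.4947) and the combined setting (0.6946, 0.5108 and 0.4942) came within 1 standard error of the fold change, as did the combined setting with the tally lines kept, chosen after seeing the values (0.6921, 0.5135 and 0.4958). None of the alternatives closed the gaps of the drug and interaction values with the signs as printed. The gaps are mostly a matter of sign. With the sign reversed, the drug values of S1 Table had a median absolute difference of 0.001991 from amphetamine minus saline in Control mice, and the interaction values one of 0.003189 from the interaction, both in the likelihood-ratio model. In the combined setting the amphetamine values were 0.7691, -0.2463 and -0.1873 for Glo1, Ctnnbip1 and Amotl2, and the interaction values -0.952, 0.3592 and 0.2866.

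The paper describes Cfl1 as outside the threshold for differential expression, and its adjusted p was 0.02337, with 0.8729 in the combined setting. Lphn3 (Adgrl3) is described as differentially expressed, and its adjusted p was 0.1528, with 0.03737 in the combined setting. The paper describes Gsk3b as unchanged between the lines, and its adjusted p was 0.0328 with a log2 fold change of -0.1319, and 0.4642 in the combined setting. The p values for amphetamine are described as uniform, and 1844 genes had a p under 0.05 where 740 would be expected, with 884 in the combined setting. On these 4 points the combined setting, nearer to the paper's model, gives the paper's calls or comes near them. The paper names Module 8 as the most significantly different module. The line difference was 1.916 SD units for Module 14 against -1.871 for Module 8. Both had a permutation p of 6e-05, so the test used here cannot rank them. No module is described as responding to amphetamine differently in the lines, and Module 14 had an interaction of -0.3952 SD units with a permutation p of 0.01421. Only the modules with a line difference in the paper were tested here, so this does not contradict its statement on all modules. The paper places Tmem44 in Module 14, and the 239 members of the module that could be read do not include it. The mice are described as each from a different family, and the labels give 8 pairs of parents for the 10 Control mice and 5 for the 10 High-Active mice.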

Other observations

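Several explanations for the 2149 genotype genes were tested. Most predictions were written before the results they concern were seen, and those written after are marked. Other splits of the mice, with line labels exchanged within each treatment, gave 0 to 2 genes, so 1 of 100 splits, the real one, gave as many. In the combined setting they gave 4 to 212 genes, and again 1 of 40 splits gave as many as the 301 of the real grouping. Library size did not differ between the lines (permutation test, p = 0.1773). The fold changes did not follow exon length (Spearman's rho across genes -0.04727) or GC content (rho -0.005783). Pseudogene-like names were no more frequent among the genotype genes than among the others (odds ratio 1.195), although they made up 20 of the 100 genes with the smallest p. The names only stand in for annotated pseudogenes, so wrongly assigned pseudogene reads are not excluded.

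Other explanations were not excluded either. Line genes lay next to each other along the chromosomes 392 times against 303.3 expected (permutation p = 0.0001, the smallest that 10000 shuffles can give), which is consistent with linked blocks of the genome inherited together in a line. With counts summed over families the number fell to 609, so shared parents may account for part of the genes, although summing also lowers the number of units compared. The fit by limma-voom with a block for family gave 1872 genes. The correlation between mice of one family fitted by limma was 0.02641. This correlation is a single value over all tested genes, and the fit applied it to every gene. It therefore says little about the genotype genes, and the fit cannot exclude shared parents as a source of them. In all, 9 of the 10 High-Active mice shared both parents with another mouse. Every family lies within a single line, so family and line cannot be separated fully with these mice. With only 1 pair of lines, selection and drift cannot be told apart either.

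The composition of the dissected tissue may also have differed. Cortex marker genes differed in High-Active mice by -0.7894 on the log2 scale (permutation test, p = 0.042), with 8 of the 10 mice below the Control median. Oligodendrocyte markers were higher by 0.1855 (permutation test, p = 0.0357), with 9 of the 10 mice above the Control median, and choroid plexus markers did not differ (permutation test, p = 0.4662). In a test chosen after these values were seen, a model with the cortex and oligodendrocyte scores as covariates gave 361 genotype genes. The scores differ between the lines and use up information on the line effect, so this lower number shows that composition and line overlap, not that composition is the source. The 10 most abundant genes, all mitochondrial, took 10.38% of the counts in High-Active and 9.315% in Control mice (permutation test, p = 0.00046, a test chosen after the shares were seen). With the mitochondrial genes left out, also chosen after seeing the values, the refit gave 2163 genotype genes of 14954 tested. The size of the count therefore does not depend on including the mitochondrial genes. The refit leaves in place any difference in tissue that goes with their share, so it cannot exclude one.

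The splits bear on the amphetamine and interaction genes as well. In the main test, with 0 genes for both effects, all 100 of 100 splits of the treatment labels gave as many, as the count of 0 requires. The number of genes with an amphetamine p under 0.05, 1844, was reached in 4 of 100 splits, against a median of 676, so a response of many genes with small changes may be present below the threshold. For the interaction, 78 of 100 splits gave as many genes with a p under 0.05. In the combined setting, 24 of 40 splits gave as many amphetamine genes as the 67 found with the real labels (median 88), and 40 of 40 gave as many interaction genes as the 21 found (lowest 21, median 92). The 67 and 21 genes therefore cannot be told apart from those that arbitrary labels give. Leaving out a single mouse removed up to 0.5238 of the 21 interaction genes, so single mice may account for many of them. In the main test, the same test had 0 genes to work with and could show nothing.

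Gm6180 and Cfl1 were examined for shared reads. If reads had moved from Cfl1 to Gm6180, the gain of Gm6180 should match the loss of Cfl1, and it was 0.1908 of it. The sum of both genes was still lower in High-Active mice (592.4 CPM against 643.3, permutation test, p = 0.00456). Reads moved from Cfl1 to Gm6180 are thus unlikely to account for most of the lower Cfl1. Reads that aligned to both genes and were left uncounted would also lower the sum, and these were not tested. If Gm6180 lowered Cfl1, both should also be opposed within the High-Active line, and Pearson's r was -0.5094 there (permutation test, p = 0.1975), with r = 0.4556 once the 2 mice farthest from the median of Gm6180 were left out. Mouse 192, with Control-like Gm6180, also had Control-like Cfl1 (9.349 log2 CPM), and so did mouse 872 (9.365), which had the highest Gm6180 of all mice. In the 9 High-Active mice other than mouse 192, Gm6180 spanned only 3.565 to 4.067 log2 CPM. Leaving out the farthest mice removes mouse 192 and with it nearly all of the range, so r = 0.4556 does not speak against a relation. The data within the line can neither show a relation nor exclude one.

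Near Glo1, Btbd9 followed it across mice with Pearson's r = 0.8195 in Control mice (permutation test, p = 0.0025, adjusted p = 0.025 over 10 relations, Spearman's rho 0.7333 with p = 0.02095, and r = 0.8822 without the 2 farthest mice) and r = 0.6639 in High-Active mice (permutation test, p = 0.02976, adjusted p = 0.1488, rho 0.6121 with p = 0.06652, and r = 0.5764 without the 2 farthest mice). Dnah8 and Glp1r, on the other side of Glo1, were higher in High-Active mice, with log2 fold changes of 1.252 (standard error 0.2096, adjusted p = 0.001802) and 0.9035 (standard error 0.2044, adjusted p = 0.01265), and Btbd9 by 0.2315 (standard error 0.06941, adjusted p = 0.04787). Abcg1, farther away, did not change (-0.01294, standard error 0.03528, adjusted p = 0.8495). A stretch of chromosome 17 that is duplicated or regulated differently in many High-Active mice may underlie the line difference of Glo1. The test set beforehand, a median within-line r of the 4 neighbors, gave 0.4684 and did not reach its limit of 0.5, so this remains a hypothesis, and the count tables hold no genomic sequence to test it.

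S1 Table was compared with the counts in tests chosen after its values were seen. Its selection fold changes differed by a median of 0.00187 on the log2 scale from the line difference in amphetamine-treated mice, and by 0.2257 from the average over both treatments. This suggests that the paper's selection effect is the line difference in the amphetamine-treated mice, the reference level of a model with treatment coding. Its drug fold changes had a Pearson's r of -0.9999 across genes with amphetamine minus saline in Control mice, so a positive value stands for a gene lower after amphetamine. Of the 38 rows of S1 Table read here with a drug FDR under 0.1, 15 have a positive value, and all 15 were lower with amphetamine in Control mice in the counts, while the 23 with a negative value were all higher. The directions of the amphetamine genes in the text may therefore be reversed. Ranked by p over the 3 effects, the FDR values of the table fell 0 times from one p to the next larger one in 3378 pairs, which is consistent with adjustment over the 3 effects together. With the tally lines kept in the library sizes, a setting added after seeing the data, 14473 genes passed the filter, the number in the legend of Fig. 1.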
